# Hepatocyte-specific loss of melanocortin 1 receptor disturbs fatty acid metabolism and promotes adipocyte hypertrophy

**DOI:** 10.1038/s41366-024-01600-9

**Published:** 2024-08-08

**Authors:** Keshav Thapa, Bishwa Ghimire, Kisun Pokharel, Minying Cai, Eriika Savontaus, Petteri Rinne

**Keywords:** Fat metabolism, Obesity

## Abstract

**Background/objectives:**

Melanocortins mediate their biological functions via five different melanocortin receptors (MC1R - MC5R). MC1R is expressed in the skin and leukocytes, where it regulates skin pigmentation and inflammatory responses. MC1R is also present in the liver and white adipose tissue, but its functional role in these tissues is unclear. This study aimed at determining the regulatory role of MC1R in fatty acid metabolism.

**Methods:**

Male recessive yellow (Mc1r^e/e^) mice, a model of global MC1R deficiency, and male hepatocyte-specific MC1R deficient mice (Mc1r LKO) were fed a chow or Western diet for 12 weeks. The mouse models were characterized for body weight and composition, liver adiposity, adipose tissue mass and morphology, glucose metabolism and lipid metabolism. Furthermore, qPCR and RNA sequencing analyses were used to investigate gene expression profiles in the liver and adipose tissue. HepG2 cells and primary mouse hepatocytes were used to study the effects of pharmacological MC1R activation.

**Results:**

Chow- and Western diet-fed Mc1r^e/e^ showed increased liver weight, white adipose tissue mass and plasma triglyceride (TG) concentration compared to wild type mice. This phenotype occurred without significant changes in food intake, body weight, physical activity or glucose metabolism. Mc1r LKO mice displayed a similar phenotype characterized by larger fat depots, increased adipocyte hypertrophy and enhanced accumulation of TG in the liver and plasma. In terms of gene expression, markers of de novo lipogenesis, inflammation and apoptosis were upregulated in the liver of Mc1r LKO mice, while enzymes regulating lipolysis were downregulated in white adipose tissue of these mice. In cultured hepatocytes, selective activation of MC1R reduced ChREBP expression, which is a central transcription factor for lipogenesis.

**Conclusions:**

Hepatocyte-specific loss of MC1R disturbs fatty acid metabolism in the liver and leads to an obesity phenotype characterized by enhanced adipocyte hypertrophy and TG accumulation in the liver and circulation.

## Introduction

Obesity has become a major health concern worldwide and is highly associated with comorbidities such as type 2 diabetes, dyslipidemia, non-alcoholic fatty liver disease (NAFLD), and cardiovascular disease [1, 2]. NAFLD is characterized by an increase in intrahepatic triglyceride (TG) content, which occurs when the rate of fatty acid (FA) input exceeds the rate of FA output. Therefore, the accumulation of TGs in the liver is determined by a complex interaction between hepatic FA uptake, de novo lipogenesis (DNL) and fatty acid oxidation (FAO). In the setting of NAFLD, majority of hepatic FAs originate from adipose tissue due the development of insulin resistance and enhanced lipolysis [3, 4]. Furthermore, increased hepatic DNL contributes to the accumulation of TGs in the liver of NAFLD patients. The liver and adipose tissue have thus a central role in the regulation of whole-body energy homeostasis, but in obesity-associated NAFLD, persistent lipid overload triggers metabolic stress and inflammation, and disturbs the cross-talk between these tissues [5].

The melanocortins are a group of small peptide hormones derived from post-translational processing of proopiomelanocortin precursor protein and consist of adrenocorticotropic hormone and melanocyte-stimulating hormones (α-, β-, and γ-MSH) [6]. Melanocortins mediate their biological actions via G-protein-coupled melanocortin receptors (MC1R - MC5R) that are widely expressed in the central nervous system and in peripheral tissues. Melanocortin receptors regulate a wide array of physiological functions including melanogenesis, steroidogenesis, exocrine secretion, sexual function, inflammation, and energy homeostasis [7, 8]. MC1R possesses high affinity for α-MSH and is known for its role in skin pigmentation [9]. MC1R is also abundantly expressed in leukocytes, where it mediates anti-inflammatory actions [10]. Interestingly, earlier studies have found that MC1R is present in human and mouse adipocytes, and upregulated in the adipose tissue of subjects with obesity [11–14]. Intriguingly, α-MSH and other melanocortin peptides induce lipolysis in white adipocytes, but this effect has been mostly linked to MC5R activation [15, 16]. However, in human adipocytes or adipose tissue explants, MC1R activation does not induce a regulatory effect on lipolysis [17]. In contrast, MC1R stimulation with α-MSH inhibits cell proliferation in human preadipocytes [17]. Consequently, the functional role of MC1R in adipocytes remains unknown. It is also unclear whether the presence of MC1R in other tissues could have an impact on lipid metabolism.

Here, we aimed to study whether global MC1R deficiency renders mice susceptible for enhanced fat accumulation and obesity. We observed that mice with global MC1R deficiency had normal body weight but significantly increased liver weight and adiposity. Gene expression analyses suggested enhanced de novo lipogenesis in the liver of these mice, while no consistent transcriptional changes were observed in the adipose tissue. Thus, we hypothesized that the obesity phenotype is driven by MC1R deficiency in hepatocytes. Indeed, mice with hepatocyte-specific loss of MC1R recapitulated the obesity phenotype as evidenced by increased white adipose tissue mass and liver weight, and elevated triglyceride accumulation in the liver and circulation. This study demonstrates, for the first time, the functional significance of MC1R in lipid metabolism, and that hepatocytes appear to be the responsible cells for mediating this regulatory function of MC1R.

## Materials and methods

### Mouse models and experimental design

All experimental procedures were performed on adult (3–6 months) male mice. Mice were maintained on a fixed 12-hour light/dark cycle (lights on at 7 am and off at 7 pm), temperature (21 ± 1 °C) and humidity (50 ± 5%) at Central Animal laboratory, University of Turku. Mice were housed in individually-ventilated cages with a bedding of wood shavings and suitable nesting material, and the cages were changed to clean ones every week. Food and tap water were available *ad libitum*. The number of mice included in each experiment are mentioned in the figure legends. Mice were allocated to receive either a regular chow diet (# 2916 C, Teklad Global diet, Envigo) or Western-type diet (RD Western diet, D12079B, Research diets Inc, NJ, USA) for the entire experimental duration using simple randomization. In each experiment, mice were euthanized *via* CO_2_ asphyxiation after a four-hour fast and blood was withdrawn by cardiac puncture. White adipose tissue (WAT) depots and whole liver were excised, weighted, and rapidly dissected and frozen until further analysis. All animal procedures used in our studies were approved by the national Animal Experiment Board in Finland (License Numbers: ESAVI/6280/04.10.07.2016 and ESAVI/1260/2020) and conducted in accordance with the institutional and national guidelines for the care and use of laboratory animals.

Recessive yellow mice (Mc1r^e/e^), that are homozygous for the Mc1r^e^ allele and lack functional MC1R due to a single base deletion mutation, and their non-mutant littermate controls (WT) were obtained from the Jackson Laboratory (Strain # 000060, Bar Harbor, ME, USA). Mc1r^e/e^ and WT mice were kept on a regular chow diet or Western-type diet for 12 weeks starting at eight weeks of age. Mc1r^e/e^ and WT mice were housed in groups of littermates (2–5 mice/cage) for the entire experiment. Additionally, hepatocyte-specific MC1R knockout mice (Mc1r LKO) were generated by breeding mice homozygous for a floxed *Mc1r* allele (*Mc1r*^*fl/fl*^) mice (the Jackson Laboratory, strain #029239) [18] with transgenic *Alb*^*Cre/+*^ mice (B6N.Cg-Speer6-ps1Tg(Alb-cre)1MGn/J, the Jackson Laboratory, strain #018961). These genetically modified mice were individually identified with earmarks and housed with littermates with same sex (1–6 mice/cage). Age-matched *Mc1r*^*fl/fl*^ mice were used as controls. Eight-week-old control and Mc1r LKO mice were placed on a Western-type diet for 12 weeks. Efficient recombination of the loxP-flanked allele and downregulation of *Mc1r* in the liver of Mc1r LKO mice have been previously demonstrated [19].

### Cell culture and primary mouse hepatocyte isolation

HepG2 cells were used as an in vitro model to investigate the effects of MC1R activation as previously described [19]. Briefly, HepG2 cell line (authenticated by STR profiling, American Type Culture Collection, Rockville, MD, USA) was maintained in complete growth medium DMEM (Dulbecco’s modified Eagle’s medium; Sigma-Aldrich) supplemented with 10% (v/v) heat-inactivated fetal bovine serum (FBS; Thermo Fisher Scientific, Gibco, MA, USA), 100 U/ml penicillin (Gibco), 100 µg/ml streptomycin (Gibco) at 37 °C in a humid atmosphere with 5% CO_2_. For experiments, cells were seeded on 12- or 24-well plates and treated with α-MSH (abcam, # ab120189) or the selective MC1R agonist LD211 (compound 28 in the original publication) [20], as indicated in the figure legends.

To isolate primary hepatocytes, 4-month-old male C57B1/6 N mice were anesthetized using a cocktail of ketamine (Vetmedic) and medetomidine (MSD Animal Health). After a midline incision, liver, portal vein, and inferior vena cava were exposed to insert a 24 G catheter into the inferior vena cava. Thereafter, the portal vein was cut open and the liver was perfused with pre-warmed liver perfusion medium (Gibco, #17701-038) at a rate of 4.5 ml/min for 3–5 min until the flushed-out liquid was clear. The peristaltic pump was then stopped, and the perfusion medium was changed to liver digest medium containing high glucose DMEM, 1% Pen/Strep, 10 µg/ml HEPES, 10% FBS and 1 mg/ml collagenase IV. Pumping was continued until 30 ml of the medium was used, and then the liver was excised and placed on 100 mm petri dish containing 20 ml of cold wash medium (Gibco, # 17704024) on ice. Gall bladder was removed, and liver was teared down with the forceps. Cells were poured through a 70 µm filter into a 50 ml falcon tube and centrifuged (50 × *g*, 3 min, +4 °C). Cell pellet was resuspended in 10 ml of cold wash medium and mixed thoroughly with 10 ml of cold 90% Percoll-PBS solution (9 ml of Percoll, Sigma P1644, 1 ml of 10X PBS) solution. Cell suspension was centrifuged at 300 × *g* for 10 min at 4 °C, the pellet was washed with 20 ml of cold wash medium and cell suspension was centrifuged again (50 × *g*, 3 min, +4 °C). Finally, cell pellet was resuspended in 20 ml of maintenance medium (William’s E medium, GlutaMAX Supplement, Gibco, # 32551087) supplemented with 10% FBS and 1% Pen/ Strep. Cells were seeded into 12-well (2 × 10^5^ cells/well) or 6-well plates (4 × 10^5^ cells/well), incubated at 37 °C in a humid atmosphere with 5% CO_2_, and used in experiments after around 12 h from the plating.

### Metabolic studies

Body weight was measured weekly during the 12-week diet intervention (from 8 to 20 weeks of age). Food was changed and measured on a weekly basis. Food intake was measured from group-housed mice by subtracting remaining food, including spilled food in cages, from a weighed weekly aliquot of food. Energy intake was calculated based on 19.54 kJ/g (4.67 kcal/g) for the Western diet and 15.99 kJ/g (3.82 kcal/g) for the chow diet (caloric values obtained from Research Diets). Body composition was determined prior to the initiation of the diet intervention and at the end of the 12-week monitoring period using quantitative nuclear magnetic resonance (NMR) scanning (EchoMRI-700, Echo Medical Systems, Houston, TX, USA). At sacrifice, whole liver was excised, and its composition (total amount of fat, free water, and lean mass) was measured with an EchoMRI-700 device. Glucose tolerance test (GTT) was performed at the end of the experiment for Mc1r^e/e^ mice and twice for Mc1r LKO mice during the 12-week diet intervention. The first GTT was performed at week 4 from the start of diet intervention and the last GTT was performed at week 11 just before the end of the experiment. Mice were fasted for 4 hours before performing GTT. A basal glucose reading was obtained, and mice were then injected intraperitoneally with glucose at dose of 2.5 g/kg lean mass. Blood samples were withdrawn via tail vein and blood glucose levels were measured at 20-, 40-, 60-, and 90-min time points post-injection.

### Spontaneous locomotor activity

Spontaneous locomotor activity of individually-housed WT and Mc1r^e/e^ mice was monitored with a photo-beam recording system (San Diego Instruments, San Diego, CA, USA) at the end of the diet intervention. After 24-h habituation, locomotor activity was measured over 10 min intervals for 24 h.

### RNA isolation, cDNA synthesis and quantitative RT-PCR

HepG2 cells and primary mouse hepatocytes were collected into QIAzol Lysis Reagent and total RNA was extracted using Direct-zol RNA Miniprep (Zymo Research, CA, USA). Liver and gonadal white adipose tissue (gWAT) samples were homogenized in QIAzol Lysis Reagent (Qiagen, Venlo, Netherlands) with metal beads (Qiagen) using the Qiagen TissueLyser LT Bead Mill (Qiagen). Thereafter, total RNA from each sample was extracted and reverse-transcribed to cDNA with PrimeScript RT reagent kit (Takara Clontech) following the manufacturer’s instructions. The quantity and purity of RNA were measured by Nanodrop (ThermoFisher Scientific). Quantitative real-time polymerase chain reaction (RT-qPCR) was performed using SYBR Green protocols (Kapa Biosystems, MA, USA), as previously described [21, 22]. Target gene expression was normalized to the geometric mean of two housekeeping genes (*Ppia* and *Mrps18a* for mouse genes, *GAPDH* and *RPS18* for human genes) using the delta-Ct method and results are presented as relative transcript levels (2^-ΔΔCt^). Primers sequences are presented in Tables S1, S2.

### Hepatic transcriptomic analyses

RNA sequencing (RNA-Seq) analyses were performed on highly-pure RNA samples from the liver of Western diet-fed control (*n* = 4) and Mc1r LKO (*n* = 4) mice at the Finnish Functional Genomics Center according to the manufacturer’s protocols (Illumina, Cambridge, UK). The binary base call (BCL) sequence files generated by Illumina Novaseq 6000 were converted to FASTQ files using Illumina’s bcl2fastq (version 2.18.0.12). The FASTQ files were processed using FIMM-RNAseq (version 3.0.0) data analysis pipeline [23]. The T overhang added by the library preparation workflow was removed from forward and reverse reads. Trim-galore (version 0.6.6) was used for quality trimming and adapter removal [24]. STAR (version 2.7.6a) was used for read alignment and Subread (version 2.0.1) was used for gene quantification [25]. Clean RNA-Seq reads were aligned to the mouse reference genome GRCh38 (release) from Ensembl. Low gene counts were filtered using edgeR’s [26] (version 3.36.0) *filterByExpr* function utilizing default parameters and normalized by TMM (trimmed mean of M-values) normalization method. Differential gene expression analysis was carried out using DGA-quik (https://version.helsinki.fi/fimm/dga-quik) written in R programming language (https://www.r-project.org). The gene expression profile between control and Mc1r LKO mice were compared. A total of 635 differentially expressed genes (DEGs) were yielded from the analysis after filtering with *p*-value cutoff < 0.05 and absolute log fold-change (logFC) ≥ 0.25. The DEGs were further tested for their over-representation in Gene Ontology (GO) terms using topGO [27] (version 2.46.0), a Bioconductor R package. The over-represented GO terms produced by the analysis were further filtered based on a cutoff *p.adj* ≤ 0.05.

### Histological analysis

Liver and gonadal WAT were fixed with 10% buffered formalin solution for 24 h followed by dehydration in ethanol and embedding in paraffin. Blocks were cut into serial sections (4 µm-thick), which were stained with hematoxylin and eosin (H&E) and PicroSirius Red, as previously described [19]. ImageJ software (NIH, Bethesda, MD, USA) was used to measure adipocyte size and the extent of liver fibrosis after imaging the entire sections using an automated slide scanner (Pannoramic 250 or Pannoramic Midi, 3DHISTECH Kft., Budapest, Hungary).

### Plasma and liver lipid analyses

Terminal blood samples were withdrawn by cardiac puncture and plasma was obtained from EDTA-anticoagulated whole blood after centrifugation (380 *g*, 20 min, +4°C). Plasma total triglyceride concentrations were determined using enzymatic colorimetric assays (GPO-PAP, mtDiagnostics, Idstein, Germany) according to the manufacturer’s protocols. Non-esterified fatty acids (NEFA) concentration was determined using a commercially available kit (Free Fatty Acid Fluorometric Assay Kit, Item No. 700310, Cayman Chemicals, USA) following manufacturer’s instructions. Liver samples (~100 mg) were homogenized in 500 µl of phosphate-buffered saline (PBS) containing 0.1% NP-40 (Abcam) using Qiagen TissueLyser LT Bead Mill (QIAGEN, Venlo, Netherlands) and centrifuged to remove insoluble components [28, 29]. TG concentrations in the liver homogenates were quantified using GPO-PAP reagent.

### Protein extraction, SDS-PAGE and Western blotting

HepG2 cells and primary hepatocytes were lysed in ice-cold RIPA buffer (50 mM NaCl, 1% Triton X-100, 0,5% Sodium deoxycholate, 0,1% SDS, pH 8,0) supplemented with a cocktail of protease and phosphatase inhibitors (ThermoFisher, #A32961). For liver lysate preparation, liver samples were homogenized in ice-cold RIPA buffer with the addition of metal beads using Qiagen TissueLyser LT. Protein extracts were resolved by either 10% or 4–20% gradient (Bio-Rad) SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and blotted onto either nitrocellulose membranes (GE Healthcare, Chalfont St. Giles, United Kingdom) or polyvinylidene difluoride (PVDF) membranes (Bio-Rad). Membranes were blocked with either 5% skimmed milk (Carl Roth) or 3% BSA (Tocris Bioscience) in 1X Tris-Buffered Saline (TBS) in 0.1% Tween^®^ 20 detergent (Fischer Bioreagents) for 1 h at room temperature (RT) and incubated with primary antibodies for ChREBP (Novus Biologicals, # NB400-135SS), caspase 3 (Abcam, # ab13847), BAX (Cell Signaling Tech, # 2772), phospho-JNK (Cell Signaling Tech, # 4668), JNK (R&D Systems, # AF-1387) at 4 °C overnight. Next day, membranes were washed and incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies (Cell Signaling Tech) for 1 h at RT and proteins were detected using an enhanced chemiluminescence (ECL) kit (Millipore, MA, USA). Target protein expression was normalized to the expression of vinculin (Bio-Rad, #MCA465GA) to correct for loading, and signal strengths were analyzed using ImageJ software (NIH, Bethesda, MD, USA).

### Statistical analysis

All statistical analyses (except for RNA-Seq) were performed using GraphPad Prism 10 software (La Jolla, CA, USA). Sample sizes were empirically determined based on previous experience with diet-induced obesity models. Where possible, experiments were conducted and analyzed by blinded researchers. Statistical significance between the experimental groups was determined by two-tailed, unpaired Student’s *t* test or one-way or two-way ANOVA followed by Dunnett’s or Bonferroni post hoc tests. The D’Agostino and Pearson omnibus normality test method was utilized to check the normality of the data. Outliers in the data sets were identified using the regression and outlier removal (ROUT) method at Q-level of 1%. All data are presented as mean ± standard error of the mean (SEM). Results were considered significant for *p* values of less than 0.05.

## Results

### Global MC1R deficiency promotes white adipose tissue and liver weight without affecting body weight or composition

To determine whether global MC1R deficiency promotes weight gain and adiposity, male WT and Mc1r^e/e^ mice were fed chow or Western diet for 12 weeks. Body weight was monitored weekly during the 12-week diet intervention period, but there were no significant differences between the genotypes in weight development in either of the diet groups (Fig. 1A, B). Likewise, body composition analysis by quantitative NMR scanning did not reveal significant changes in fat or lean mass of Mc1r^e/e^ mice in comparison to control WT mice (Fig. 1C, D). However, chow-fed Mc1r^e/e^ mice had significantly higher gonadal (gWAT), subcutaneous (sWAT) and retroperitoneal white adipose tissue (rWAT) depot weights at sacrifice (Fig. 1E), while Western diet feeding increased particularly gWAT weight and this effect was more pronounced in Mc1r^e/e^ mice (Fig. 1F). Overall, the net weight of all WAT depots was significantly higher in chow- and Western diet-fed Mc1r^e/e^ mice compared to WT mice (Fig. 1G). Furthermore, Mc1r^e/e^ mice showed higher liver weight in both diet groups (Fig. 1H). Quantification of plasma lipids revealed a significant increase in TG concentration in Western diet fed Mc1r^e/e^ mice (Fig. 1I), while no change was observed in NEFA concentration (Fig. 1J). We next determined whether the increased adiposity of Mc1r^e/e^ mice was associated with changes in physical activity or food intake. However, no genotype effects were observed in this regard, suggesting that the increased adiposity is not primarily driven by enhanced food intake or reduced physical activity (Fig. S1A–C). We also investigated glucose homeostasis in these mice by performing glucose tolerance test (GTT). No significant differences were observed in fasting blood glucose level or glucose tolerance between WT and Mc1r^e/e^ mice (Fig, S1D–F). Additionally, plasma insulin concentration was comparable between WT and Mc1r^e/e^ mice in both diet groups (Fig. S1G). Together, these results indicate that global MC1R deficiency promotes adiposity without affecting food intake, physical activity or glucose homeostasis.

**Fig. 1:**
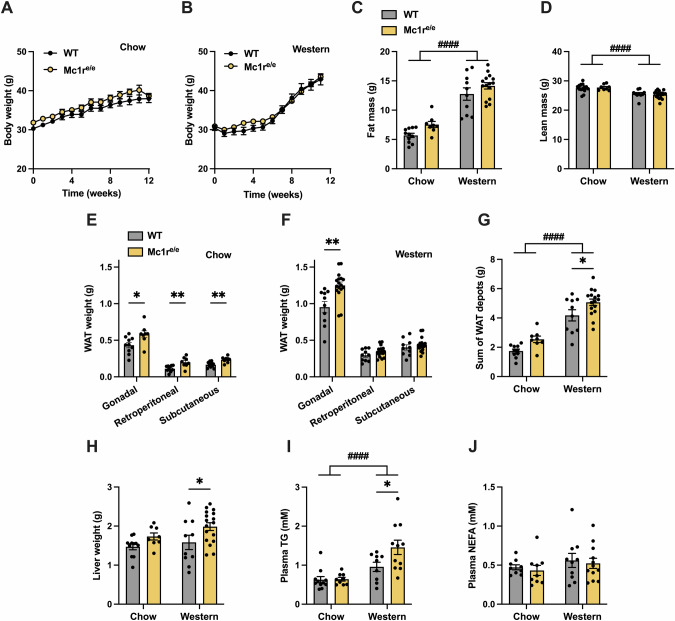
Mc1r^e/e^ mice with global MC1R deficiency show increased white adipose tissue mass and liver weight. **A**, **B** Body weight curves in chow- and Western diet-fed wild type (WT) and Mc1r^e/e^ mice. **C**, **D** Quantification of fat and lean mass by quantitative NMR scanning of whole-body composition in chow- and Western diet-fed WT and Mc1r^e/e^ mice at the end of the 12-week diet intervention. **E–G** White adipose tissue (WAT) weights and sum weights of WAT depots in chow- and Western diet-fed WT and Mc1r^e/e^ mice. **H** Liver weight in chow- and Western diet-fed WT and Mc1r^e/e^ mice. **I**, **J** Quantification of plasma triglyceride (TG) and non-esterified fatty acids (NEFA) concentrations in chow- and Western diet-fed WT and Mc1r^e/e^ mice. Values are mean ± SEM, *n* = 10–15 mice per group in each graph. *p < 0.05 and **p < 0.01 for the indicated comparisons by two-way ANOVA and Bonferroni *post hoc* tests. #### *p* < 0.0001 for the main effect of diet by 2-way ANOVA.WAT indicates white adipose tissue; TG triglyceride, NEFA non-esterified fatty acids.

### Mc1r^e/e^ mice show enhanced adipocyte hypertrophy

We next investigated the effect of MC1R deficiency on WAT morphology. Histological examination of H&E-stained gWAT sections revealed a higher proportion of large adipocytes in both chow- and Western diet-fed Mc1r^e/e^ mice (Fig. 2A–C). Consequently, the mean adipocyte cell size was also increased in Mc1r^e/e^ mice compared to WT mice (Fig. 2D), indicating enhanced adipocyte hypertrophy. To address the possible causes of increased adipocyte hypertrophy, we first quantified mRNA levels of key enzymes involved in fatty acid hydrolysis in gWAT samples using qPCR. Although the expression of lipoprotein lipase (encoded by *Lpl*), which is a rate-limiting enzyme for the turnover of fatty acids in adipocytes [30] was unchanged (Fig. 2E), chow-fed Mc1r^e/e^ mice had significantly reduced mRNA levels of hormone sensitive lipase (HSL, encoded by *Lipe*) and adipose triglyceride lipase (*Atgl*) (Fig. 2F, G), which are two main enzymes that account for around 95% of lipolytic activity in adipocytes [30]. Meanwhile, the expression of monoglyceride lipase (*Mgl*), a rate-limiting enzyme in the final step of TG hydrolysis, lipid droplet-associated proteins (*Plin1* or *Plin2*), and genes involved in fatty acid synthesis (*Fasn, Scd1, Acc1, Dgat1, Dgat2 Adipoq, Mgll*), and fatty acid oxidation (*Ppara and Acox1*) were unchanged in gWAT of Mc1r^e/e^ mice (Fig. S2).

**Fig. 2:**
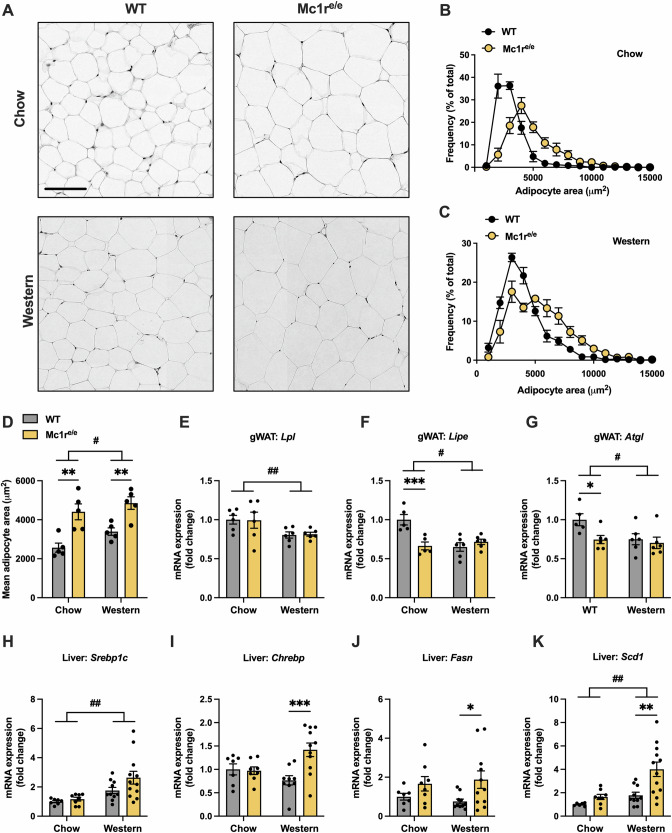
Mc1r^e/e^ mice show increased adipocyte hypertrophy and upregulation of lipogenesis-related genes in the liver. **A** Representative H&E-stained gWAT sections of chow- and Western diet-fed WT and Mc1r^e/e^ mice. Scale bar = 100 µm. **B**, **C** Adipocyte size distribution in histological gWAT samples from chow- and Western diet-fed WT and Mc1r^e/e^ mice (**D**) Mean adipocyte size in gWAT samples of chow- and Western diet-fed WT and Mc1r^e/e^ mice. **E–G** Quantitative real-time-polymerase chain reaction (qPCR) analysis of *Lpl*, *Lipe*, *Atgl* expression in the gWAT. **H–K** qPCR analysis of *Srebp1c*, *Chrebp*, *Fasn* and *Scd1* expression in the liver. Values are mean ± SEM, *n* = 10–15 mice per group in each graph. *p < 0.05, **p < 0.01 and ***p < 0.001 for the indicated comparisons by two-way ANOVA and Bonferroni post hoc tests. # *p* < 0.05 and ## *p* < 0.01 for the main effect of diet by 2-way ANOVA. gWAT indicates gonadal white adipose tissue. Lpl lipoprotein lipase, Lipe hormone sensitive lipase, Atgl adipose triglyceride lipase, Srebp1c sterol regulatory element-binding protein 1, Chrebp carbohydrate response element-binding protein, Fasn fatty acid synthase, Scd1 stearoyl-CoA desaturase 1.

Earlier studies have shown that the deletion of ATGL in adipocytes reduces lipolysis and changes fat distribution without increasing overall fat mass [31], while genetic ablation of HSL protects against diet-induced and genetic obesity in mice [32, 33]. Thus, the reduced mRNA levels of *Atgl* and *Lipe* in adipocytes are unlikely to explain the expansion of fat mass in Mc1r^e/e^ mice, particularly considering that the gene expression was changed only in chow-fed Mc1r^e/e^ mice, while adipocyte hypertrophy was evident in both chow- and Western diet-fed mice. Therefore, we turned our attention to the liver and quantified mRNA expression of key enzymes involved in de novo lipogenesis in the liver of Mc1r^e/e^ mice. We did not observe any change in the mRNA level of sterol regulator element binding protein 1 (*Srebp1c*) (Fig. 2H), which primarily regulates the expression of genes involved in FA and TG biosynthesis *via* insulin, while the expression of carbohydrate response element-binding protein (*Chrebp*), another important transcription factor for de novo lipogenesis, was significantly upregulated in Western diet-fed Mc1r^e/e^ mice (Fig. 2I). Consistently, the mRNA levels of the *Chrebp* target genes fatty acid synthase (*Fasn*) and stearoyl-CoA desaturase 1 (*Scd1*) were significantly increased in the liver of both chow- and Western diet-fed Mc1r^e/e^ mice (Fig. 2J, K). Collectively, these findings suggest that the enhanced adiposity of Mc1r^e/e^ mice is primarily driven by a disturbance in hepatic de novo lipogenesis rather than adipose tissue dysfunction.

### Hepatocyte-specific loss of MC1R increases liver weight and causes dyslipidemia in mice challenged with Western diet

To test the hypothesis that MC1R deficiency in the liver triggers dyslipidemia and adipocyte hypertrophy, we employed hepatocyte-specific MC1R knockout (Mc1r LKO) mice, as previously described [19], fed them Western diet for 12 weeks, and then phenotyped the mouse model in a comparable way as Mc1r^e/e^ mice. Mc1r LKO displayed a similar rate of weight gain throughout the entire feeding period in comparison with control mice (Fig. 3A). Furthermore, total lean or fat mass, as determined by quantitative NMR scanning, did not significantly differ between the genotypes at the start or end of the 12-week feeding period (Fig. S3A, B). Food intake was also comparable between the genotypes (Fig. S3C). Of note, Mc1r LKO mice had increased liver weight compared to control mice (Fig. 3B), which prompted us to further investigate the relative fat and lean mass of the liver by ex vivo quantitative NMR scanning. In line with the increased liver weight, the relative fat mass of the liver was increased in Mc1r LKO mice (Fig. 3C), which was accompanied by reduction in the relative lean mass (Fig. 3D). Supporting these finding, quantification of lipids revealed increased TG concentration in the liver of Mc1r LKO mice (Fig. 3E) Histological examination of H&E-stained liver sections revealed increased accumulation of intracellular lipid droplets in Mc1r LKO mice (Fig. 3F). In terms of plasma lipid profiles, Mc1r LKO mice had increased plasma TG concentration (Fig. 3G), while no change was observed in plasma NEFA concentration (Fig. 3H). In addition, we performed GTT at the start and end of the 12-week feeding period to investigate the possible impact of hepatic MC1R deficiency on glucose homeostasis. Mc1r LKO mice showed normal glucose tolerance (Fig. S3D–G), which is in line with the finding in Mc1r^e/e^ mice. Together, these results demonstrate that hepatocyte-specific loss of MC1-R in mice increases liver weight and accumulation of TG in the liver and plasma, thus closely recapitulating the phenotype observed in Mc1r^e/e^ mice.

**Fig. 3:**
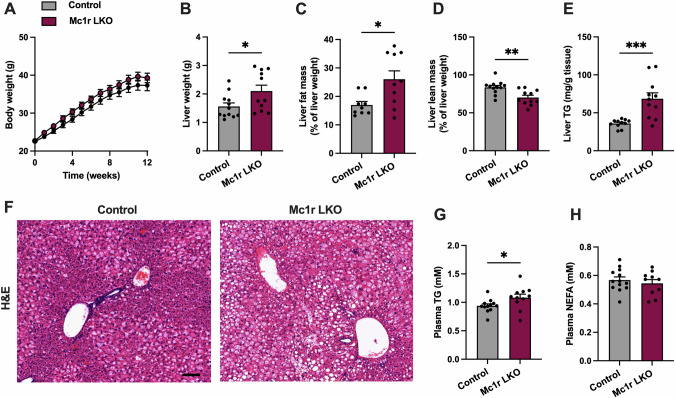
Hepatocyte-specific melanocortin 1 receptor (MC1R) deficiency increases liver weight and hepatic triglyceride accumulation. **A** Body weight curves of Western diet-fed control and Mc1r LKO mice. **B** Liver weight at the end of the experiment. **C**, **D** Quantification of fat and lean mass of whole liver by quantitative NMR scanning. **E** Quantification of liver TG levels in control and Mc1r LKO mice. **F** Representative H&E-stained liver sections of Western diet-fed control and Mc1r LKO mice. Scale bar = 100 µm. **G**, **H** Quantification of plasma TG and NEFA concentrations in control and Mc1r LKO mice. Values are mean ± SEM, *n* = 10–15 mice per group in each graph. *p < 0.05, **p < 0.01 and ***p < 0.001 by unpaired two-tailed Student’s *t* test. Mc1r LKO indicates liver-specific MC1R knockout mice; TG triglycerides, NEFA non-esterified fatty acids.

### Western diet-fed Mc1r LKO mice show enhanced adipocyte hypertrophy

We next investigated whether the Mc1r LKO mouse model leads to a similar adiposity phenotype as observed in Mc1r^e/e^ mice. Indeed, Mc1r LKO mice had significantly higher absolute and relative gWAT, rWAT and sWAT depot weights at the end of the experiment (Fig. 4A, B). Consequently, net weight of all WAT depots was increased in Mc1r LKO mice (Fig. 4C). We next investigated adipose tissue morphology in H&E-stained gWAT sections from Western diet-fed control and Mc1r LKO mice. Histological examination and quantification of cross-sectional areas revealed an increase in adipocyte size in Mc1r LKO mice (Fig. 4D–F). To further explore molecular mechanisms promoting fat deposition, we quantified mRNA levels of lipid metabolism and transportation genes in the gWAT of Mc1r LKO mice. The expression of *Ppara*, which controls lipogenesis in gWAT [34], was reduced in Mc1r LKO mice, while *Srebp1c* and *Chrebp* expression were unchanged (Fig. 4G). Furthermore, the expression of genes involved in de novo lipogenesis, lipid transport and TG synthesis were comparable between the genotypes, except for *Fasn* and *Gpat3*, which were downregulated in Mc1r LKO mice (Fig. S4A). In good agreement with the gene expression profile of Mc1r^e/e^ mice, the mRNA levels of *Lipe* and *Atgl* were reduced in Mc1r LKO mice (Fig. 4E), whereas *Lpl* and *Mgll* mRNA levels were unchanged (Fig. 4E). Remarkably, the mRNA levels of the lipid droplet-associated proteins *Plin1* and *Plin3* were reduced in Mc1r LKO mice, while *Plin2* was unchanged (Fig. 4I). The expression levels of the pro-inflammatory cytokines *Il1b*, *Il6* and *Tnfa* were comparable between the genotypes (Fig. S4B). Together, these data indicate that hepatic MC1R deficiency promotes expansion of WAT depots and adipocyte hypertrophy in mice challenged with Western diet.

**Fig. 4:**
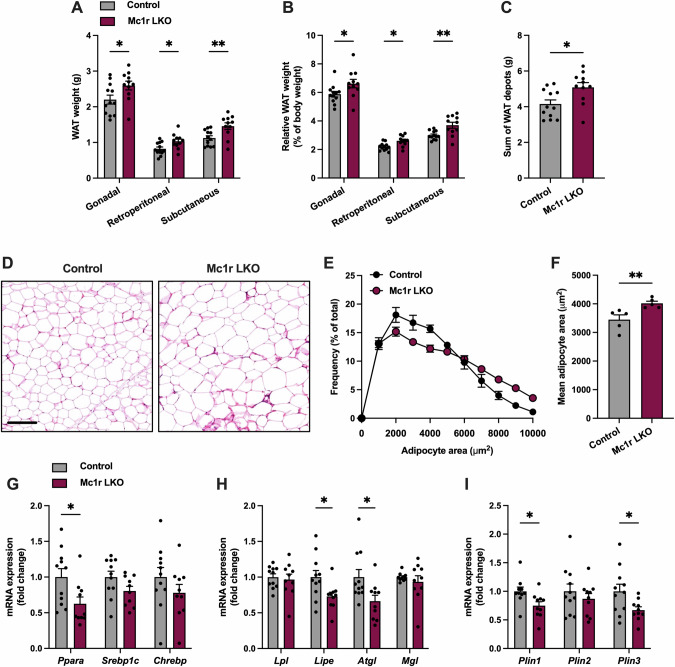
Hepatocyte-specific MC1R deficiency increases adiposity. **A** Absolute weights of different white adipose tissue (WAT) depots in Western diet-fed control and Mc1r LKO mice. **B** Relative WAT weights (expressed as % of body weight). **C** Sum weight of all WAT depots in Western diet-fed control and Mc1r LKO mice. **D** Representative H&E-stained gWAT sections of Western diet-fed control and Mc1r LKO mice. Scale bar  = 100 µm. **E**, **F** The distribution of adipocyte sizes and mean adipocyte area in the gWAT of Western diet-fed control and Mc1r LKO mice. **G–I** qPCR analysis of genes involved in lipogenesis and lipolysis, and lipid droplet-associated proteins in the gWAT of Western diet-fed control and Mc1r LKO mice. Values are mean ± SEM, *n* = 10–15 per group in each graph. *p < 0.05 and **p < 0.01 by unpaired two-tailed Student’s *t* test. Ppara peroxisome proliferator activated receptor alpha, Srebp1c sterol regulatory element-binding protein 1, Chrebp carbohydrate response element-binding protein, Lpl lipoprotein lipase, Lipe hormone sensitive lipase, Atgl adipose triglyceride lipase, Mgll monoglyceride lipase, Plin1 perilipin-1, Plin2 perilipin-2, Plin3 perilipin-3.

### Hepatic transcriptome of Mc1r LKO mice

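Liver RNA from 4 control mice (numbers 154, 159, 181 and 193) and 4 Mc1r LKO mice (numbers 141, 156, 157 and 182), all male and fed the Western diet for 12 weeks, was sequenced, and the authors deposited the number of read pairs counted on each gene in each mouse, without normalization. The headers of the count tables name featureCounts 2.0.1, the mouse genome build GRCm38 with an Ensembl annotation, and counting by strand, while the methods write GRCh38. Each table lists 55487 genes by Ensembl identifier, of which 55141 could be given a symbol. Between 10773151 and 23161380 read pairs per mouse were counted on genes in control mice (median 19011300) and between 14196138 and 24763375 in Mc1r LKO mice (median 18359704). The totals did not differ between the genotypes (two-sided exact permutation test, p = 0.8), and 4 mice against 4 allow no p below 0.0286. No pair of mice of one genotype was alike within the sampling noise, since the smallest chi-square per degree of freedom between a pair was 11.0. The knockout target Mc1r (ENSMUSG00000074037) lies on chromosome 8 of GRCm38 from 123407107 to 123410744 and is annotated with 1 exon of 3638 bases, none of which overlaps an exon of another gene on its strand. It had 0 counts in every control mouse and every Mc1r LKO mouse. A count of 0 allows up to 3 counts, or between 0.121 and 0.278 CPM (counts scaled to a common library size) depending on the mouse, a limit that covers counting error only. Mc1r was therefore not detectable in whole liver at this depth, and the genotypes of the samples could not be checked against it. For the comparisons between the genotypes, the 13400 genes kept by the filterByExpr function of edgeR with default parameters were normalized by TMM and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. The biological coefficient of variation between mice of one genotype was 0.209. Both readings of the paper's threshold were applied, an adjusted p-value under 0.05 as in the results and an unadjusted p-value under 0.05 as in the methods, each with an absolute log2 fold change of at least 0.25.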

Next, direct RNA sequencing was applied to identify changes in the hepatic transcriptome of Western diet-fed Mc1r LKO mice (*n* = 4) compared to Western diet-fed control mice (*n* = 4). 

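Of the 13400 genes tested, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p-value was 0.118, for Fkbp5. At an unadjusted p-value under 0.05 with an absolute log2 fold change of at least 0.25, there were 711 DEGs. Without the limit on the fold change, 901 genes had an unadjusted p-value under 0.05, against 670 genes if the p-values were spread evenly. In 558 genes every Mc1r LKO mouse lay on one side of every control mouse, against 383 genes (2.86%) by chance. The number of DEGs at the adjusted p-value was moved most by the DESeq2 Wald test, which called 17 genes with its own Benjamini-Hochberg adjustment, and the number at the unadjusted p-value by raising the limit on the absolute log2 fold change to 1, which gave 86. With that limit kept at 0.25, it was moved most by leaving out the filter on low counts, which gave 1140. In 13 of the 35 ways to split the 8 mice into 4 and 4, the split by genotype included, at least as many genes passed at the unadjusted p-value. On counts simulated with the means and library sizes of these mice, the same test called 89 of 97 genes changed 4-fold at the adjusted p-value. With smaller changes included, it called 148 of the 196 changed genes tested. The simulation held 200 changed genes, which makes the adjusted threshold easier to pass. It therefore does not give the power where few genes differ or the changes are small.

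**Figure D1:**
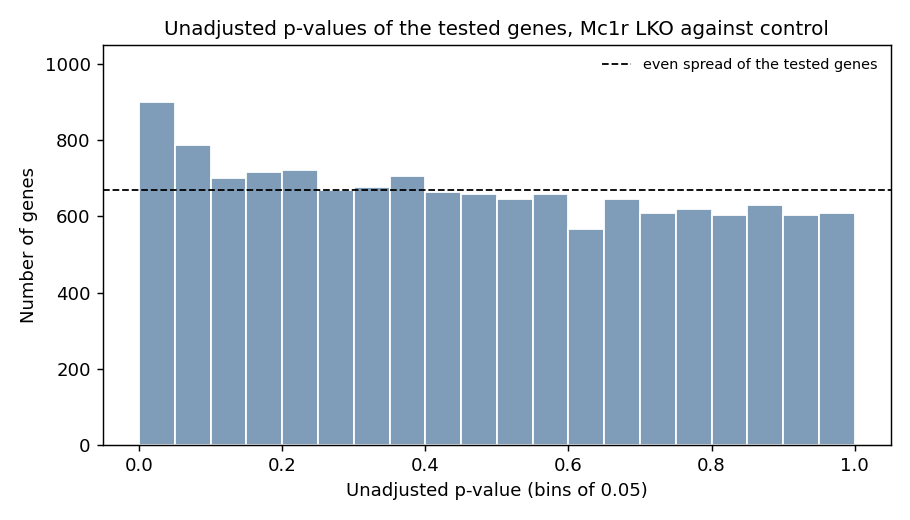
Unadjusted p-values from the quasi-likelihood test of Mc1r LKO against control livers (x axis, in bins of 0.05) and the number of genes in each bin (y axis). The dashed line is at 670 genes, an even spread of the 13400 genes tested, and the bin under 0.05 holds 901 genes.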

We found 635 differentially expressed genes (DEGs) between the Mc1rLKO and control samples (adjusted *p* value < 0.05, logFC >0.25). 

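Of the 711 DEGs at the unadjusted p-value, 354 were higher and 357 lower in Mc1r LKO mice than in control mice, and 0 in either direction passed at the adjusted p-value. Of the 901 genes without the limit on the fold change, 517 were higher and 384 lower. The share of DEGs that were higher was 49.8% after TMM normalization and 25.3% when the counts were scaled by library size alone. Splits of the 8 mice gave at least 354 DEGs in one direction in 16 of 35 cases and at least 357 in 15 of 35. Among the genes with the smallest p-values in which the genotypes did not overlap, Cebpd (log2 fold change 0.82), Spata2l (1.00) and Angptl4 (0.67) were higher in every Mc1r LKO mouse. Spata2l lies 171 kb from Mc1r on the same chromosome. Plxna2 (log2 fold change -0.66), Fcna (-0.48), Ugt1a6a (-0.48), Iqsec1 (-0.39) and Med12 (-0.51) were lower in every Mc1r LKO mouse, and for Ugt1a6a reads on exons shared with its neighbouring Ugt1a genes could be lost to the counting. Of the genes labelled in Fig. 5A, Hsd17b6 (ENSMUSG00000025396, chromosome 10 of GRCm38, 127990936 to 128007611) fell from 96.1 ± 42.6 CPM (SD, n = 4 control mice) to 43.5 ± 8.72 CPM (SD, n = 4 Mc1r LKO mice). Its log2 fold change was -1.14 (standard error 0.28, unadjusted p = 0.00200, adjusted p = 0.734 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Control mouse 193 had the most Hsd17b6 (155 CPM, against 56.5 to 96.3 CPM in the other control mice), and without that mouse the log2 fold change was -0.80 (unadjusted p = 0.00299). Kcnj10 (log2 fold change -1.23), Clic5 (-1.09) and Ttc39aos1 (-1.28) were also lower, and AA986860 (1.69) and Gm37163 (1.85) higher, in every Mc1r LKO mouse. BC023105 had 113 CPM in control mouse 159 and between 1.94 and 7.01 CPM in the other mice, and its log2 fold change of -3.34 became -0.62 without that mouse. Without control mouse 159, the log2 fold change of Gbp11 went from -2.55 to -0.72, of Gbp4 from -1.74 to -0.78, of Gbp5 from -1.95 to -1.09 and of Siglec1 from -1.16 to -0.88. The Gbp genes are paralogs, so reads common to several of them are uncertain in these counts. Gm15459 had 66.6 CPM in Mc1r LKO mouse 141, and its log2 fold change of 2.37 became 0.53 without that mouse. Ms4a1 and Rn7sk were not kept by the filter, so their CPM values are scaled by the total count alone. Ms4a1 had 0.607 ± 0.418 CPM (SD, n = 4) in control and 0.0742 ± 0.0800 CPM (SD, n = 4) in Mc1r LKO mice (two-sided exact permutation test, p = 0.0571), and Rn7sk 0.338 ± 0.127 CPM (SD, n = 4) and 1.81 ± 2.03 CPM (SD, n = 4; exact permutation test, p = 0.114).

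**Figure D2:**
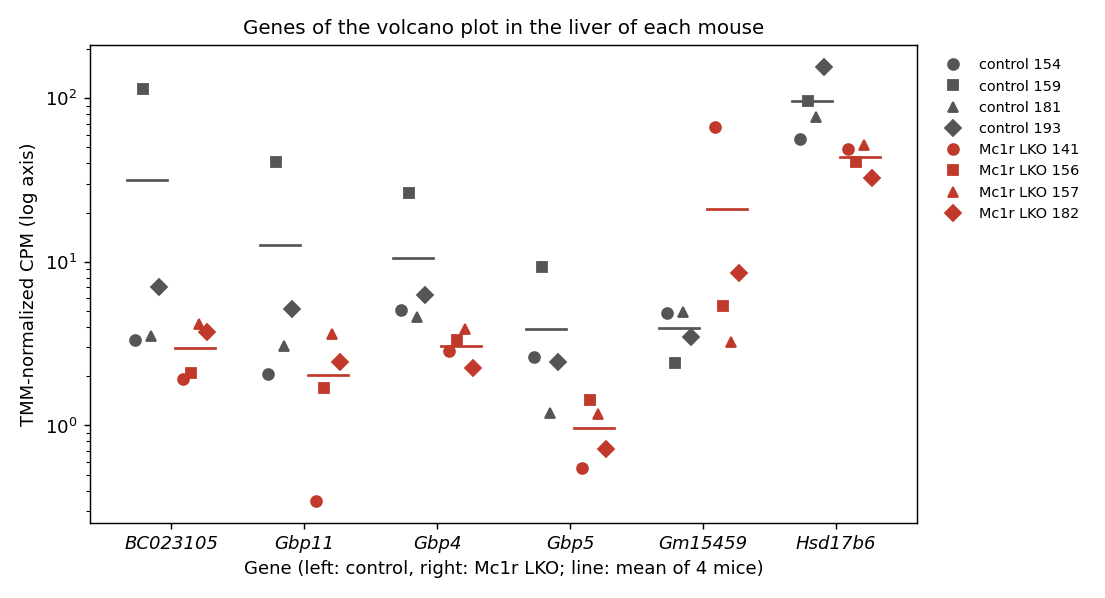
TMM-normalized CPM (y axis, log scale) of 6 genes labelled in Fig. 5A in each of the 8 mice, with a line at the mean of each genotype. Control mouse 159 lies above the other control mice for BC023105, Gbp11, Gbp4 and Gbp5, Mc1r LKO mouse 141 lies above all others for Gm15459, and for Hsd17b6 every Mc1r LKO mouse lies below every control mouse.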

As shown in the volcano plot (Fig. 5A), 240 genes were upregulated, and 395 genes were downregulated in Mc1r LKO mice. Furthermore, gene ontology (GO) enrichment analysis was performed on 635 DEGs to identify relevant pathways and biological processes affected by hepatic MC1R deficiency. The DEGs were significantly enriched in several GO terms including defense response to bacteria, cellular responses to lipopolysaccharide, interferon-gamma and -beta, and adaptive immune response (Fig. 5B).

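The GO annotation was not used here, so gene lists written by hand stood in for the GO terms, 27 of them with at least 5 genes tested. Each was tested by camera of limma (inter-gene correlation preset to 0.01) and by one-sided Fisher's exact test for over-representation among the 711 DEGs at the unadjusted p-value, with Benjamini-Hochberg adjustment over the lists. Camera placed 9 lists past an adjusted p-value of 0.05, 4 higher and 5 lower in Mc1r LKO mice, and the Fisher test 5. The number past camera was moved most by fry and by a correlation estimated for each list, each of which left 1 list, the glucocorticoid-induced genes. In 26 of the 35 splits of the mice camera placed at least 9 lists past the threshold, and in 11 of 35 the Fisher test at least 5. All 30 genes tested of the response to interferon-gamma were lower in Mc1r LKO mice, with a median log2 fold change of -0.80 (camera adjusted p = 1.76e-07). Without control mouse 159 the median was -0.21 (camera adjusted p = 0.00444), and over the fits that each left out one mouse the adjusted p-value lay between 5.83e-11 and 0.00444. Splits of the 8 mice gave as large a median for the response to interferon-gamma in 7 of 35 cases. Of these 30 genes, 10 were DEGs against 1.59 by chance (Fisher adjusted p = 1.28e-05), and this over-representation was lost without control mouse 159 and without Mc1r LKO mice 141, 156 or 182. The list for the response to interferon-beta had a median of -0.24 (3 of 34 genes higher, camera adjusted p = 0.00291), with 2 DEGs against 1.80 by chance (Fisher adjusted p = 1). For the response to interferon-beta the median was -0.092 (camera adjusted p = 0.138) without control mouse 159, -0.15 (0.270) without control mouse 193, -0.15 (0.121) without Mc1r LKO mouse 141 and -0.19 (0.0871) without Mc1r LKO mouse 182. The list for defense response to bacterium had a median of -0.42 (7 of 28 genes higher, camera adjusted p = 0.0344), and 7 of its genes were DEGs against 1.49 by chance (Fisher adjusted p = 0.00276). For defense response to bacterium the median was -0.096 (camera adjusted p = 0.226) without control mouse 159, -0.30 (0.135) without control mouse 193 and -0.22 (0.520) without Mc1r LKO mouse 182, and the over-representation was lost without mouse 159 and without mouse 182. With all mice, this list did not pass camera without normalization beyond library size (median -0.46, adjusted p = 0.174). Nor did it pass with a surrogate variable as a covariate (-0.19, 0.154). Apart from fry and the estimated correlation, it passed under the other alternatives run with all mice. For the response to lipopolysaccharide the median was -0.39 (5 of 26 genes higher, camera adjusted p = 0.0569), with 4 DEGs against 1.38 by chance (Fisher adjusted p = 0.209). The response to lipopolysaccharide came to pass camera without control mouse 154 (median -0.49), without control mouse 181 (-0.55) and without Mc1r LKO mouse 157 (-0.43), and the median was -0.11 without control mouse 159. For the adaptive immune response the median was -0.41 (6 of 16 genes higher, camera adjusted p = 0.274), with 0 DEGs against 0.849 by chance. The adaptive immune response came to pass camera without Mc1r LKO mouse 156 (median -0.46, camera adjusted p = 0.0359), and the median was -0.11 without control mouse 159 and -0.20 without Mc1r LKO mouse 182. From the enrichment of its DEGs in these immune terms, the paper went on to measure inflammatory genes in the liver. By qPCR in the whole set of livers it reports Il6 and Tnfa higher in Mc1r LKO mice. In the sequenced livers, the median of each of these immune lists was lower in Mc1r LKO mice, the opposite direction.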

**Fig. 5:**
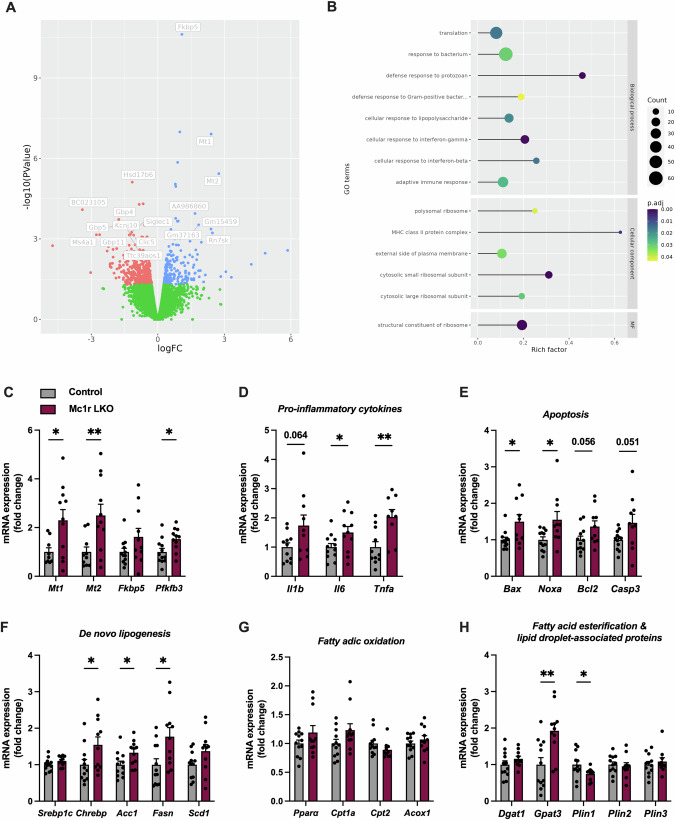
Hepatic transcriptome of Western diet-fed Mc1r LKO mice. **A** Volcano plot of differentially expressed genes (DEGs) between control and Mc1r LKO mice. *n* = 4 mice per group. **B** Gene ontology (GO) terms associated with DEGs that were identified using topGO, a Bioconductor R package. Circle size indicates the number of DEGs enriched in the pathway, and circle color indicates the degree of enrichment. **C** Validation of RNA-Seq data with qPCR of selected DEGs (*Mt1*, *Mt2*, *Fkbp5 Pfkfb3*) in the liver of Western diet-fed control and Mc1r LKO mice. **D**, **E** qPCR analysis of pro-inflammatory cytokines and apoptosis markers in the liver. **F–H** qPCR analysis of genes involved in de novo lipogenesis, fatty acid oxidation, and fatty acid esterification and lipid droplet formation. Values are ±SEM, *n* = 10–11 mice per group in each graph. *p < 0.05 versus control mice by Student’s *t* test. Mt1 metallothionein 1, Mt2 metallothionein 2, Fkbp5 FK506 binding protein 5, Il1b interleukin-1 beta, Il6 interleukin 6, Tnfa tumor necrosis factor alpha, Bax Bcl2-associated X protein, Noxa phorbol-12-myristate-13-acetate-induced protein 1, Bcl2 B-cell lymphoma 2, Casp3 caspase 3, Chrebp carbohydrate response element binding protein, Acc1 acetyl-CoA carboxylase, Fasn fatty acid synthase, Scd1 stearoyl-CoA desaturase-1, Gpat3 glycerol-3-phosphate acyltransferase 1, Ppara peroxisome proliferator-activated receptor, Cpt1a carnitine O-palmitoyltransferase 1, Cpt2 carnitine O-palmitoyltransferase 2, Acox1 peroxisomal acyl-coenzyme A oxidase 1, Dgat1 diglyceride acyltransferase, Gpat3 glycerol-3-phosphate acyltransferase 3, Plin1 perilipin-1, Plin2 perilipin-2, Plin3 perilipin-3.

We further selected a few of the top DEGs and validated these by qPCR using the whole set of liver samples from Western diet-fed control and Mc1r LKO mice. 

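In the sequenced livers, Fkbp5 (ENSMUSG00000024222, chromosome 17 of GRCm38, 28399094 to 28517527) was at 20.5 ± 3.12 CPM (SD, n = 4 control mice) and 43.9 ± 5.62 CPM (SD, n = 4 Mc1r LKO mice). Its log2 fold change was 1.09 (standard error 0.13, unadjusted p = 8.83e-06, adjusted p = 0.118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pfkfb3 (ENSMUSG00000026773, chromosome 2, 11471433 to 11554077) was at 11.3 ± 1.48 CPM (SD, n = 4) in control and 21.3 ± 4.14 CPM (SD, n = 4) in Mc1r LKO mice, a log2 fold change of 0.90 (standard error 0.15, unadjusted p = 1.42e-04, adjusted p = 0.579). With each mouse left out in turn, the log2 fold change stayed between 0.99 and 1.17 for Fkbp5 and between 0.78 and 1.00 for Pfkfb3. Mt1 (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327) was at 13.9 ± 4.62 CPM (SD, n = 4) in control and 73.5 ± 69.3 CPM (SD, n = 4) in Mc1r LKO mice, a log2 fold change of 2.41 (standard error 0.56, unadjusted p = 0.00139, adjusted p = 0.734). Mt2 (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568) was at 8.10 ± 3.67 CPM (SD, n = 4) in control and 54.5 ± 67.3 CPM (SD, n = 4) in Mc1r LKO mice, a log2 fold change of 2.77 (standard error 0.74, unadjusted p = 0.00381, adjusted p = 0.734). The 2 metallothioneins are paralogs, so reads common to both are uncertain in these counts. For each of these 4 genes every Mc1r LKO mouse lay above every control mouse (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Mc1r LKO mouse 182 had 177 CPM of Mt1 and 155 CPM of Mt2, and without that mouse the log2 fold changes were 1.51 (unadjusted p = 2.23e-04) and 1.39 (unadjusted p = 0.00196). Over the other tests, normalizations, filters and covariates tried with all mice, the exact test with common and tagwise dispersions left aside, the adjusted p-value lay between 7.99e-09 and 0.431 for Fkbp5, between 7.04e-04 and 0.820 for Pfkfb3, between 0.0261 and 0.820 for Mt1 and between 0.121 and 0.820 for Mt2. In the quasi-likelihood test adjusted over the list alone, 14 of the 39 genes named by the paper and kept by the filter passed 0.05. In the same test, 0 passed when adjusted over all genes tested and 18 at the unadjusted p-value. The study chose many of these genes on the same livers, so the count adjusted over the list alone is not independent evidence. The paper proposes that the rise of Mt1 and Mt2 responded to the accumulation of TG in the liver and did not follow directly from MC1R deficiency. For this it also draws on cultured hepatocytes, in which the selective MC1R agonist LD211 did not change these genes consistently. In the same experiments, α-MSH lowered MT1 and MT2 in HepG2 cells and tended to lower Mt1 and Mt2 in primary hepatocytes.

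**Figure D3:**
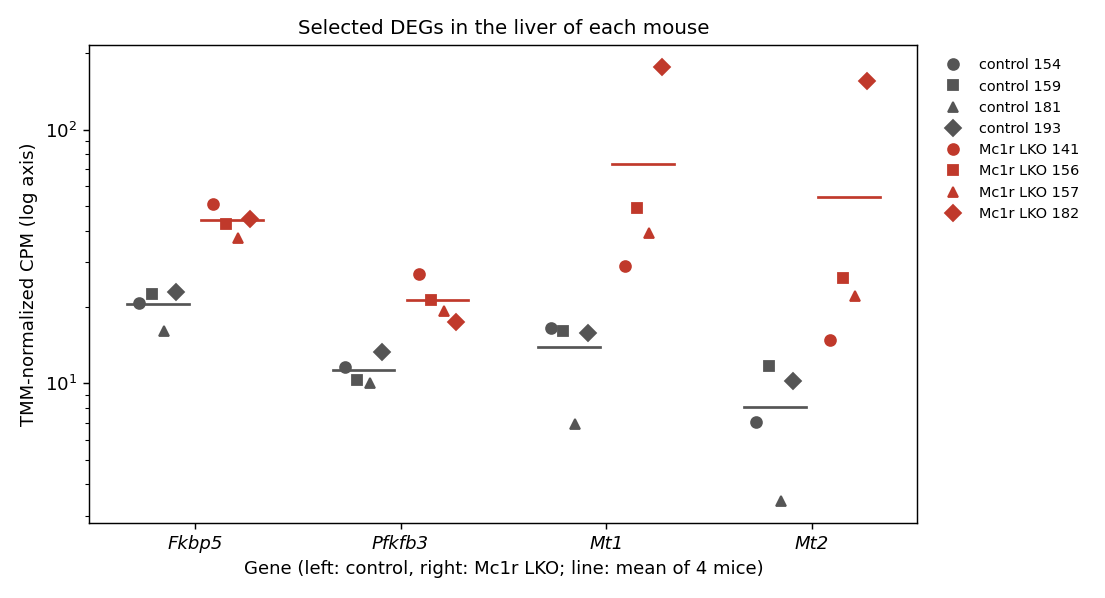
TMM-normalized CPM (y axis, log scale) of Fkbp5, Pfkfb3, Mt1 and Mt2 in each of the 8 mice, with a line at the mean of each genotype. All Mc1r LKO mice lie above all control mice for each gene, and Mc1r LKO mouse 182 lies far above the others for Mt1 and Mt2.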

Metallothionein 1 (*Mt1*) and metallothionein 2 (*Mt2*), which are essential stress response proteins in the liver [35], were significantly upregulated in Mc1r LKO mice (Fig. 5C), thus confirming the finding of RNA-Seq analysis. Likewise, FK506 binding protein 5 (*Fkbp5*) tended (*p* = 0.10) to be upregulated and 6-phosphofructo-2-kinase (*Pfkfb3*) was significantly upregulated in the liver of Mc1r LKO mice (Fig. 5C). Based on the findings from the GO enrichment analysis, we were curious to investigate the impact of hepatic MC1R deficiency on the expression of main inflammatory genes. Mc1r LKO mice showed a tendency towards increased expression of interleukin-1 beta (*Il1b)* as well as significant upregulation of interleukin 6 (*Il6*) and tumor necrosis factor alpha (*Tnfa*), which are key pro-inflammatory cytokines regulating hepatic inflammation in NAFLD [36] (Fig. 5D). Besides inflammation, Mc1r LKO mice displayed signs of enhanced apoptosis, as evidenced by upregulation of the apoptosis markers Bcl2-associated X protein (*Bax*), phorbol-12-myristate-13-acetate-induced protein 1 (*Noxa*), B-cell lymphoma 2 (*Bcl2*, *p* = 0.056) and caspase 3 (*Casp3*, *p* = 0.051) (Fig. 5E). Histological analysis of Picrosirius Red-stained sections also showed that liver fibrosis was increased in Mc1r LKO mice (Fig S6A, B).

Although pathways related to lipid metabolism were not among the most significant GO terms in the enrichment analysis, we aimed to also quantify the hepatic expression of genes involved in lipogenesis, fatty acid oxidation, and lipid droplet formation. 

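In the same sequenced livers, none of the hand-written lists for de novo lipogenesis, fatty acid oxidation, fatty acid uptake and export, and triglyceride synthesis and lipid droplets passed a camera adjusted p-value of 0.05. The median log2 fold change of de novo lipogenesis was -0.049 over 25 genes, of which 9 were higher in Mc1r LKO mice (camera adjusted p = 0.964). Without Mc1r LKO mouse 182 this median was 0.12 (camera adjusted p = 0.133). For fatty acid oxidation the median was 0.017 over 38 genes, with 21 higher (camera adjusted p = 0.513). Fatty acid uptake and export had a median of -0.044 over 20 genes, with 7 higher (camera adjusted p = 0.825), and triglyceride synthesis and lipid droplets a median of -0.048 over 29 genes, with 13 higher (camera adjusted p = 0.825). With each mouse left out in turn, the medians of these 3 lists lay between -0.077 and 0.040 and none passed. Among the 711 DEGs at the unadjusted p-value there were 0 genes of de novo lipogenesis, 2 of fatty acid oxidation, 0 of fatty acid uptake and export and 2 of triglyceride synthesis and lipid droplets, and none of these counts was an over-representation (one-sided Fisher's exact test, adjusted p = 1 for each). For cholesterol biosynthesis the median was 0.089 over 26 genes, with 19 higher (camera adjusted p = 0.0377). Without control mouse 193 the median of cholesterol biosynthesis was -0.0086 (camera adjusted p = 0.711), and the list also did not pass without Mc1r LKO mouse 156 (median 3.80e-04) or 157 (0.050).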

Consistent with the transcriptional changes in Mc1r^e/e^ mice, Mc1r LKO mice showed no change in *Srebp1c* expression but significant upregulation of *Chrebp* (Fig. 5F). Consequently, the ChREBP target genes *Acc1* and *Fasn* were also significantly induced in the liver of Mc1r LKO mice (Fig. 5F). In contrast, genes involved in fatty acid oxidation (*Ppara*, *Cpt1a*, *Cpt2* and *Acox1*), fatty acid export (*Mttp* and *Apob*) or uptake (*Cd36*) were unaffected by MC1R deficiency (Fig. 5G and Fig. S5B). In terms of lipid droplet-associated proteins, *Plin1* was downregulated Mc1r LKO mice, while *Plin2* and *Plin3* were unchanged (Fig. 5H). Furthermore, the expression of *Gpat3*, an enzyme involved in TG synthesis and catalyzing the first step of fatty acid esterification, was markedly upregulated in Mc1r LKO mice (Fig. 5H). Collectively, these expression analyses suggest that hepatic MC1R deficiency enhances de novo lipogenesis and fatty acid esterification, leading to excessive accumulation of TGs and hepatic steatosis.

### Pharmacological activation of MC1R reduces ChREBP expression in primary mouse hepatocytes

We next aimed to investigate whether pharmacological MC1R activation evokes a reverse phenotype compared to the effects observed in Mc1r LKO mice. For this purpose, we used HepG2 and primary mouse hepatocytes, and treated them with different concentrations of endogenous (α-MSH) or synthetic (LD211) MC1R agonist. In HepG2 cells, α-MSH reduced the mRNA expression of both *MT1* and *MT2* (Fig. 6A), while the selective MC1R agonist LD211 had no significant effects on the expression of these genes (Fig. 6B). Likewise, in primary hepatocytes, which represent the gold standard for investigating hepatic lipid metabolism in vitro, we observed that α-MSH tended to downregulate *Mt1* and *Mt2* expression (Fig. 6C), while LD211 had no consistent effect on the expression of these genes (Fig. 6D). We then investigated the effects of α-MSH and LD211 on ChREBP expression, which was consistently upregulated in the liver of Mc1r^e/e^ and Mc1r LKO mice. α-MSH and LD211significantly reduced ChREBP protein level in primary mouse hepatocytes (Fig. S7A, Fig. 6E). In terms of apoptosis markers, LD211 significantly reduced the protein levels of cleaved caspase 3 in primary mouse hepatocytes, while no effect on BAX was observed (Fig. S7B). Lastly, LD211 induced a rapid reduction (at 5 min time point) in the phosphorylation level of c-Jun N-terminal kinase (JNK) (Fig. 6G), which is known to mediate apoptosis in the liver [37]. Collectively, these results demonstrate that selective MC1R activation reduces the expression of ChREBP and apoptosis-related markers in primary hepatocytes.

**Fig. 6:**
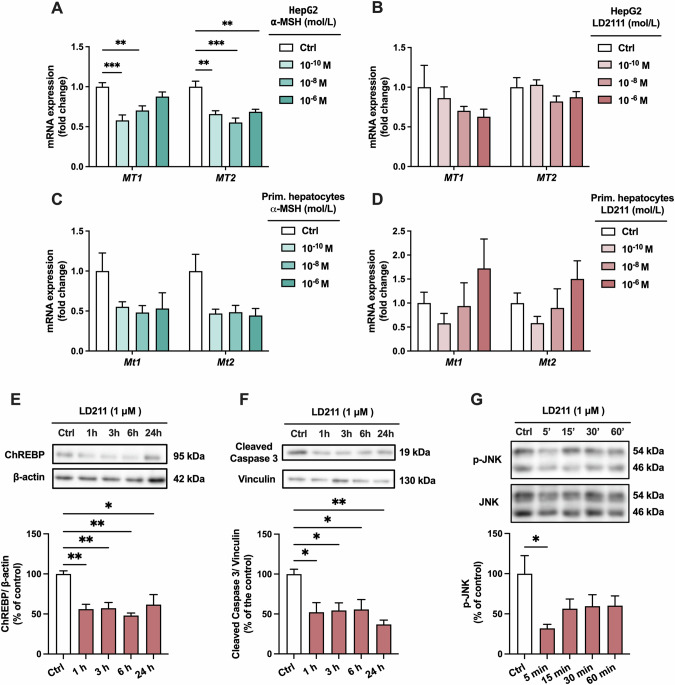
Pharmacological activation of MC1R reduces ChREBP protein expression in primary mouse hepatocytes. **A**, **B** qPCR analysis of *MT1* and *MT2* mRNA levels in HepG2 treated with different concentrations (0.1 nM, 10 nM, or 1 µM) of α-MSH or the selective MC1R agonist LD211 for 3 h. **C**, **D** qPCR analysis of *Mt1* and *Mt2* mRNA levels in primary mouse hepatocytes treated with different concentrations (0.1 nM, 10 nM, or 1 µM) of α-MSH or the selective MC1R agonist LD211 for 3 h. **E**, **F** Representative Western blots and quantification of ChREBP and cleaved caspase 3 protein levels in primary mouse hepatocytes treated with 1 µM of LD211 for 1, 3, 6 or 24 h. **G** Representative Western blots and quantification of phosphorylated JNK (p-JNK) in primary mouse hepatocytes treated with 1 µM of LD211 for 5, 15, 30 or 60 min. Values are mean ± SEM, *n* = 3–6 per group in each graph from 2 independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001 for the indicated comparisons by one-way ANOVA and Dunnet post hoc tests.

## Discussion

In this study, we demonstrate that loss of MC1R signaling disturbs lipid metabolism in the liver and enhances adiposity. First, we found that mice with global MC1R deficiency had normal body weight and glucose homeostasis, but they were susceptible for diet-induced increase in liver weight, WAT expansion and adipocyte hypertrophy. Second, this phenotype was recapitulated in mice with hepatocyte-specific loss of MC1R. These mice, when fed Western diet, showed increased liver weight and TG accumulation in the plasma and liver as well as enhanced adiposity. At the gene expression level, these changes were associated with hepatic upregulation of the transcription factor ChREBP and its targets such as *Fasn* and *Acc1* that regulate lipogenesis. Additionally, in vitro experiments revealed that pharmacological activation of MC1R reduced ChREBP expression in primary mouse hepatocytes, indicating that ChREBP is directly regulated by MC1R signaling. These findings provide new insight into the role of melanocortin receptors in lipid metabolism.

Based on the earlier findings that MC1R is expressed in mouse and human adipocytes, we initially hypothesized that MC1R signaling in these cells regulates lipid metabolism. Mc1r^e/e^ mice with global MC1R deficiency showed normal weight development under chow-fed conditions and in diet-induced obesity, but significant increases in liver weight, plasma TG concentration and WAT depot weights. Gene expression profiling however revealed more drastic and consistent changes in the liver compared to WAT, suggesting enhanced hepatic DNL in Mc1r^e/e^ mice. Although we cannot exclude the possible involvement of adipocyte MC1R, the notion that Mc1r LKO mice displayed a highly similar phenotype with Mc1r^e/e^ mice strongly suggest that enhanced adiposity and disturbed lipid metabolism is primarily driven by MC1R deficiency in hepatocytes. This view is also supported by a previous study, which has shown that MC1R activation does not have a significant effect on lipid metabolism in cultured adipocytes [17]. Furthermore, our recent study revealed that hepatic MC1R signaling regulates cholesterol and bile acid metabolism in mice [19], indicating existence of functional MC1R in the liver.

Global and hepatocyte-specific MC1R deficiency were associated with upregulation of *Chrebp* and its target genes that regulate lipogenesis. These changes occurred without transcriptional modulation of genes regulating *e.g*. fatty acid oxidation or export, suggesting that the rate of FA input exceeds the rate of FA output, which, in turn, increases TG accumulation in the liver. Mc1r LKO mice indeed showed increased liver weight and particularly higher liver fat mass and TG content. Further studies are however needed to measure the rate of lipogenesis in these mice to confirm that the increased hepatic TG content is caused by enhanced hepatic DNL. The major transcriptional regulators SREBP1c and ChREBP induce lipogenesis in the liver by triggering the expression of key lipogenic enzymes [38]. SREBP1c and ChREBP have overlapping and yet distinct roles in lipid metabolism [39], as SREB1c is activated by insulin and ChREBP by hepatic uptake of excess plasma glucose. Intriguingly, Mc1r^e/e^ mice and Mc1r LKO mice did not show any change in fasting blood glucose level or glucose tolerance, suggesting that the ChREBP is directly induced by MC1R deficiency. In support of this view, pharmacological activation of MC1R downregulated ChREBP expression in primary mouse hepatocytes.

At first glance, it seemed that Mc1r LKO mice displayed phenotypic similarity with mice overexpressing ChREBP [40]. This mouse model has been characterized by increased hepatic expression of genes involved in lipogenesis and fatty acid esterification, and consequent increase in liver TG content and development of hepatic steatosis. However, on a high fat diet, ChREBP overexpressing mice showed improved glucose tolerance and insulin sensitivity as well as lower gonadal WAT weight, indicating that these mice are metabolically healthier than their controls. In another study, adenoviral overexpression of ChREBP led to robust hepatic steatosis that was associated with reduced blood glucose level and plasma TG concentration, and increased plasma NEFA concentration [41]. Mechanistic experiments further suggested that ChREBP overexpression, by inducing SCD1 expression, favorably modifies lipid composition in hepatocytes and thus dissociates hepatic steatosis from insulin resistance [40]. Since Western diet-fed Mc1r^e/e^ and Mc1r LKO mice showed a discordant phenotype in this regard, i.e. significantly increased WAT weights and plasma TG level without improvement in glucose tolerance, the upregulation of *Chrebp* alone could not be responsible for the increased adiposity of MC1R deficient mice. Therefore, MC1R deficiency in hepatocytes is likely to disturb additional, as yet undiscovered pathways that regulate whole body lipid metabolism.

A striking observation of MC1R deficient mouse models was increased adiposity and adipocyte hypertrophy without change in body weight. Adipose tissue has capacity to expand in size to store excess energy in the form of TGs [42]. Thus, it is likely that MC1R deficient mice were over time increasing adipocyte size and WAT mass as a rescuing mechanism to compensate for the increased lipogenesis in the liver. Interestingly, the mRNA levels of *Lipe* and *Atgl*, which are responsible for TG hydrolysis and facilitate FA mobilization, were reduced in the adipose tissue of Mc1r^e/e^ mice and Mc1r LKO mice. Likewise, perilipins and particularly *Plin1*, which is required for maximal lipolytic activity in WAT [43, 44], was downregulated in Mc1r LKO mice. Taking into account that Western diet feeding similarly downregulated *Lipe*, *Atgl* and *Plin1* expressions in WT mice, these transcriptional changes could reflect a compensatory mechanism to suppress lipolysis and FA flux to the liver. However, plasma NEFA level, which is largely determined by the rate of lipolysis, was unchanged in MC1R deficient mice, suggesting that lipolysis in the adipose tissue was still under homeostatic balance or only marginally reduced. Importantly, the unchanged plasma NEFA level support the concept that enhanced hepatic DNL is the primary mechanism driving hepatic TG accumulation in Mc1r LKO mice. We also observed that *Pppara* was downregulated in the WAT of Mc1r LKO mice, which could indicate reduced FA oxidation as an adaptive mechanism to accommodate storage of excess TGs fluxed from the liver. The expansion of WAT is an adaptive process to store excess energy, but in the context of sustained obesity, the adaptive mechanisms eventually fail leading to WAT dysfunction characterized by insulin resistance, inflammation and fibrosis [45]. Insulin resistance in WAT is particularly important as a causative factor for hepatic TG accumulation in NAFLD [46]. Based on the unchanged plasma NEFA level and gene expression analysis, there were no signs of insulin resistance or increased inflammation in the WAT of Mc1r LKO mice, implying that the capacity of the WAT to safely store excess FAs was not yet exceeded. It remains however an open question whether feeding a Western diet for a longer period of time or a diet with higher fat percentage would lead to WAT dysfunction in Mc1r LKO mice. RNA-Seq analysis revealed that several biological processes are affected by hepatocyte-specific MC1R deficiency. In terms of the top DEGs, Mc1r LKO mice showed significant upregulation of the metallothioneins *Mt1* and *Mt2*, which are cysteine-rich heavy metal-binding proteins that are expressed in various tissues with particularly high expression levels in the liver. They are induced by various stimuli such as heavy metals, oxidate stress and inflammation, and are thus implicated e.g. in scavenging of free radicals and protection against heavy metal toxicity. Mice with targeted disruption of *Mt1* and *Mt2* are also more prone to diet-induced obesity, indicating a role for metallothioneins in the regulation of energy balance [47, 48]. Furthermore, overexpression of metallothioneins protects hepatocytes against palmitic acid-induced lipotoxicity [49]. Against this background, it is more likely that the upregulation of *Mt1* and *Mt2* in the liver of Western diet-fed Mc1r LKO mice was a response to enhanced TG accumulation rather than a direct consequence of MC1R deficiency. This notion is further supported by the finding that selective MC1R agonism did not affect *Mt1* or *Mt2* expression in cultured hepatocytes.

Besides susceptibility for increased hepatic TG accumulation, Western diet-fed Mc1r LKO mice exhibited signs of enhanced liver fibrosis and inflammation as well as apoptosis. We had previously observed that selective activation of MC1R had no effect on inflammatory markers but reduced the expression of fibrosis-associated genes in cultured hepatocytes [19]. In the current study, we extend this knowledge by showing that MC1R activation has some direct effects on apoptotic markers in primary hepatocytes. Overall, the in vitro data suggest that hepatocyte-specific loss of MC1R could directly promote liver fibrosis and apoptosis, but the pathological hallmarks of NAFLD, *i.e*. apoptosis, inflammation and fibrosis, might also be a consequence of increased TG accumulation in the liver. Although TG accumulation is not considered to be harmful for hepatocytes [50], lipotoxicity might have occurred in Mc1r LKO mice if the capacity of the liver to store and export NEFAs as TGs was exceeded due to increased DNL. In particular, saturated NEFAs as well as free cholesterol are mediators of lipotoxicity by activating apoptotic signaling pathways [51]. Apoptotic cells are then cleared by Kupffer cells, which release pro-inflammatory cytokines and activate hepatic stellate cells to promote fibrosis [52].

Overall, the present findings highlight that MC1R deficiency in the liver disturbs lipid metabolism and increases susceptibility for diet-induced adiposity without affecting body weight or glucose homeostasis. Thus, it appears that MC1R signaling in the liver complements the other well-established roles of MCR subtypes in the regulation of energy and glucose homeostasis. For instance, MC4R deficiency causes severe hyperphagia, obesity and insulin resistance in mice and humans [53, 54]. Furthermore, melanocortins regulate glucose homeostasis *via* multiple pathways: e.g. by modulating insulin secretion *via* MC4R in the CNS and by modulating glucose uptake in the skeletal muscle *via* MC5R [55, 56]. In contrast, MC1R deficiency in the liver does not lead to obesity or diabetes, but it likely enhances DNL and promotes fibrosis, apoptosis and inflammation, which in turn, predisposes to the development of NAFLD.

In conclusion, the present study identifies MC1R as an important regulator of lipid metabolism in the liver. Hepatocyte-specific loss of MC1R upregulated the expression of lipogenesis-related genes, enhanced hepatic TG accumulation and led to an adiposity phenotype characterized by increased adipocyte hypertrophy and WAT mass. MC1R deficiency also promoted signs of liver fibrosis, inflammation and apoptosis, which are pathological hallmarks of progression from simple steatosis to steatohepatitis.

## Supplementary information

Supplementary Information

## Data Availability

The raw sequence reads (FASTQ files) have been deposited in the Gene Expression Omnibus (GEO) of National Center for Biotechnology Information (NCBI) under accession no. GSE262618.

# Supplementary material for: Hepatocyte-specific loss of melanocortin 1 receptor disturbs fatty acid metabolism and promotes adipocyte hypertrophy
**Source:** Int J Obes (Lond). 2024 Aug 8;48(11):1625–37. doi: 10.1038/s41366-024-01600-9
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **Hepatocyte-specific loss of melanocortin 1 receptor disturbs fatty acid metabolism and promotes adipocyte hypertrophy**

Keshav Thapa <sup>1,2</sup>, Bishwa Ghimire <sup>3,4</sup>, Kisun Pokharel <sup>5</sup>, Minying Cai <sup>6</sup>, Eriika Savontaus <sup>1,7,8</sup>, Petteri Rinne\* <sup>1, 7</sup>

**Table S1. Quantitative RT-PCR primers for mouse genes.**

| <b>Gene name</b><br>Accession number | <b>5'-3' primer sequence</b>                                       |
|--------------------------------------|--------------------------------------------------------------------|
| <i>Acc1</i><br>NM_133360.3           | Forward: gcgtcgggtagatccagtt<br>Reverse: ctcagtggggcttagctctg      |
| <i>Acox1</i><br>NM_015729.4          | Forward: gcccaactgtgacttccatc<br>Reverse: gccaggactatcgcatgatt     |
| <i>Adipoq</i><br>NM_009605.5         | Forward: ggagagaaaggagatgcaggt<br>Reverse: ctttctgccaggggttc       |
| <i>Apob</i><br>NM_009693.2           | Forward: acagtgtgcaaggatctgga<br>Reverse: agacatctgtggtcccaagg     |
| <i>Atgl (Pnpla2)</i><br>NM_025802.3  | Forward: caacgccactcacatctacgg<br>Reverse: ggacacctcaataatgttggcac |
| <i>Bax</i><br>NM_0007527.4           | Forward: aaactggtgctcaaggccc<br>Reverse: cttggatccagacaagcagc      |
| <i>Bcl2</i><br>NM_009741.5           | Forward: atgcctttgtggaactatatggc<br>Reverse: ggtatgcacccagagtgtgc  |
| <i>Casp3</i><br>NM_009810.3          | Forward: tggatgaaggggtcatttatg<br>Reverse: ttcggctttccagtcagactc   |
| <i>Cd36</i><br>NM_001159558.1        | Forward: ccaagctattgcgacatgatt<br>Reverse: tctcaatgtccgagactttca   |
| <i>Chrebp</i><br>NM_021455.5         | Forward: cagcccagcctagatgactt<br>Reverse: caaagctgggggactctatg     |
| <i>Cpt1a</i><br>NM_013495.2          | Forward: gctgtcaaagataccgtgagc<br>Reverse: tctccctccttcatcagtgg    |
| <i>Cpt2</i><br>NM_009949.2           | Forward: cagcacagcatcgtacca<br>Reverse: tcccaatgccgttctcaaaat      |
| <i>Crat</i><br>NM_007760.4           | Forward: gccattgctatgcacttcaac<br>Reverse: ggtccgaagaacatgacaca    |
| <i>Dgat1</i><br>NM_010046.4          | Forward: gccacaatcatctgcttccc<br>Reverse: ccactgaccttcttcctgt      |
| <i>Dgat2</i><br>NM_026384.3          | Forward: ccaagaaaggtggcagga<br>Reverse: tgaagttacagaaggcaccc       |
| <i>Fabp4</i><br>NM_024406.4          | Forward: ggatggaaagtcgaccacaa<br>Reverse: tggaagtcacgcctttcata     |
| <i>Fasn</i><br>NM_007988.3           | Forward: gctgctgttgaagtcagc<br>Reverse: agtgttcgttctcggagtg        |

| Gene name<br>Accession number               | 5'-3' primer sequence                                                  |
|---------------------------------------------|------------------------------------------------------------------------|
| <b><i>Fkbp5</i></b><br>NM_010220.4          | Forward: ctagtgacgaggccccaatg<br>Reverse: cagccttccaggtggactt          |
| <b><i>Gpat3</i></b><br>NM_172715.3          | Forward: ggccttcggattatccctgg<br>Reverse: cttgggggctcctttctgaa         |
| <b><i>Il1b</i></b><br>NM_008361.4           | Forward: tgtaatgaaagacggcacacc<br>Reverse: tcttcttgggtattgcttg         |
| <b><i>Il6</i></b><br>NM_031168.2            | Forward: acaaccacggccttcctactt<br>Reverse: cacgattcccagagaacatgtg      |
| <b><i>Lipe</i></b><br>NM_0010719.5          | Forward: gcgctggaggagtgtttt<br>Reverse: cgctctccagttgaaccaag           |
| <b><i>Lpl</i></b><br>NM_008509.2            | Forward: ctgctctcagatgccctac<br>Reverse: aggctggtgtgttgctt             |
| <b><i>Mgl</i></b><br>NM_001166251.2         | Forward: cggactccaagttttgtcaga<br>Reverse: gcagccactaggatggagat        |
| <b><i>Mt1</i></b><br>NM_013602.3            | Forward: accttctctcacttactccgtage<br>Reverse: gctgggttggtccgatactattac |
| <b><i>Mt2</i></b><br>NM_008630.2            | Forward: gctgcaaagtcaaacaatgc<br>Reverse: agctgcactgtgcggaagc          |
| <b><i>Mttp</i></b><br>NM_008642.3           | Forward: tcacacaactggcctctcat<br>Reverse: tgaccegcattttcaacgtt         |
| <b><i>Noxa (Pmaip1)</i></b><br>NM_021451.2  | Forward: gcagagctaccacctgagttc<br>Reverse: ctttgcgacttcccaggca         |
| <b><i>Pfkfb3</i></b><br>NM_001177752.1      | Forward: caactccccaaccgtgattgt<br>Reverse: gaggtagcgagtcagcttctt       |
| <b><i>Plin1</i></b><br>NM_001113471         | Forward: gagaggagacagacgacgag<br>Reverse: ggtgtccggagagtgttc           |
| <b><i>Plin2</i></b><br>NM_007408.3          | Forward: gttttggggatggtgcagtt<br>Reverse: ccagccgttcatagttgctc         |
| <b><i>Plin3</i></b><br>NM_025836.3          | Forward: cagctaacaagtgtgctcgg<br>Reverse: tgtccctgaacatgctgagt         |
| <b><i>Ppara</i></b><br>NM_011144.6          | Forward: cacgcatgtgaaggctgtaa<br>Reverse: gctccgatcacactgtcg           |
| <b><i>Ppia</i></b><br>NM_008907.2           | Forward: ccctggcacatgaatcctgg<br>Reverse: gagctgtttgcagacaaagttc       |
| <b><i>S18A (Mrps18a)</i></b><br>NM_026768.3 | Forward: cagctccaagcgttctctgg<br>Reverse: ggccttcaattacagtcgtct        |
| <b><i>Scd1</i></b><br>NM_009127.4           | Forward: cattctcatggtcctgctgc<br>Reverse: tgccttgtaagtctgtggc          |

| Gene name                        | 5'-3' primer sequence                                            |
|----------------------------------|------------------------------------------------------------------|
| Accession number                 |                                                                  |
| <i>Srebp1c</i><br>NM_001358314.1 | Forward: gatgtgcgaactggacacag<br>Reverse: catagggggcgtaaacag     |
| <i>Tnfa</i><br>NM_013693.1       | Forward: ctgaacttcggggtgatcgg<br>Reverse: ggcttgctactcgaatttgaga |

**Table S2. Quantitative RT-PCR primers for human genes.**

| <b>Gene name</b><br>Accession number | <b>5'-3' primer sequence</b>                                     |
|--------------------------------------|------------------------------------------------------------------|
| <b><i>GAPDH</i></b><br>NM_002046.7   | Forward: tcaaggctgagaacgggaag<br>Reverse: cgccccacttgattttggag   |
| <b><i>MT1</i></b><br>NM_005946.3     | Forward: cttgggatctccaacctcac<br>Reverse: aggagcagcagctcttcttg   |
| <b><i>MT2</i></b><br>NM_0005953.5    | Forward: atcccaactgctcctgcgccg<br>Reverse: cagcagctgcacttgccgacg |
| <b><i>RPS18</i></b><br>NM_022551.3   | Forward: cgccgctagaggtgaaattc<br>Reverse: ccagtcggcatcgtttatgg   |

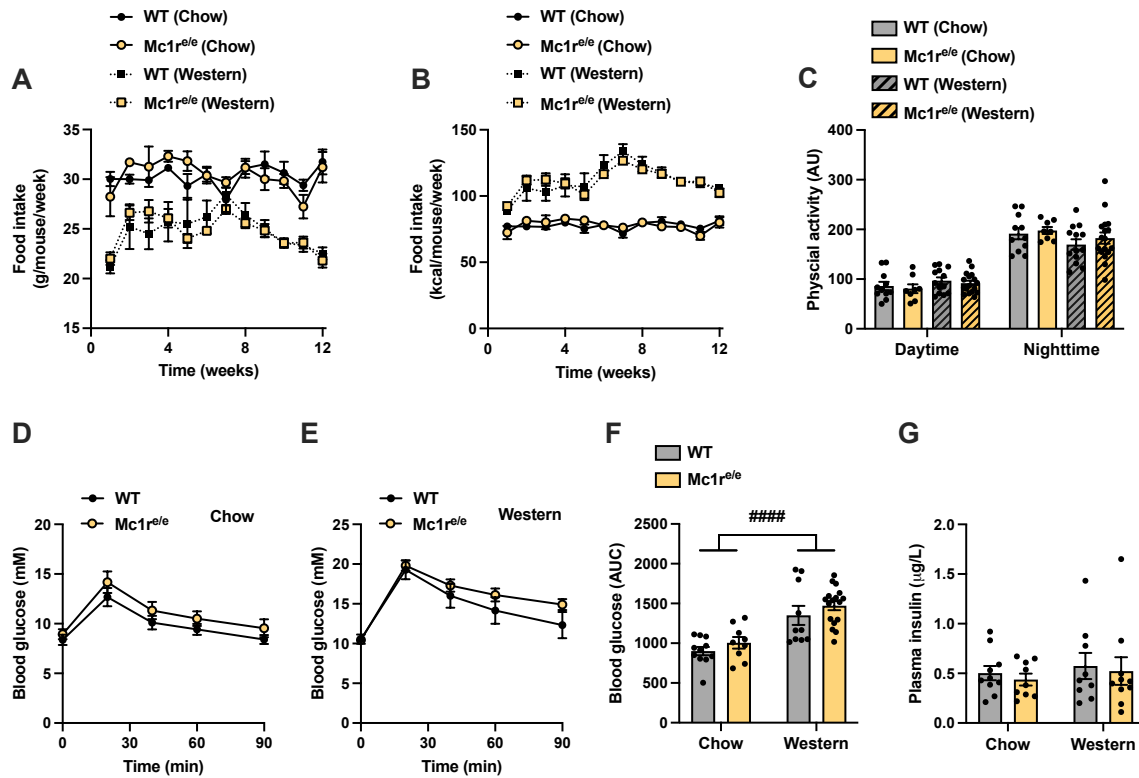

**Fig. S1. Global MC1-R deficiency does not affect food intake, physical activity or blood glucose levels.** (A and B) Food intake, expressed as g/week and kcal/week, in chow and Western diet-fed WT and Mc1r<sup>e/e</sup> mice. n=3 cages/group from 11 (WT, Chow), 9 (Mc1r<sup>e/e</sup>, Western), 10 (WT, Western) and 12 (Mc1r<sup>e/e</sup>, Western). Food intake per mouse was estimated from the overall consumption of group-housed mice. (C) Physical activity during daytime and nighttime. (D and E) Glucose tolerance test (GTT) performed at the end of the 12-week diet intervention in chow- and Western diet-fed WT and Mc1r<sup>e/e</sup> mice. For GTT, mice were fasted for 4 hours and then intraperitoneally injected with glucose at a dose of 2.5 g/kg lean mass. (F) Area under the blood glucose curves. (G) Plasma insulin level in chow- and Western diet-fed WT and Mc1r<sup>e/e</sup> mice. Values are mean  $\pm$  SEM, mice n = 9-17 mice per group in each graph. ##### p<0.0001 for the main effect of diet by 2-way ANOVA.

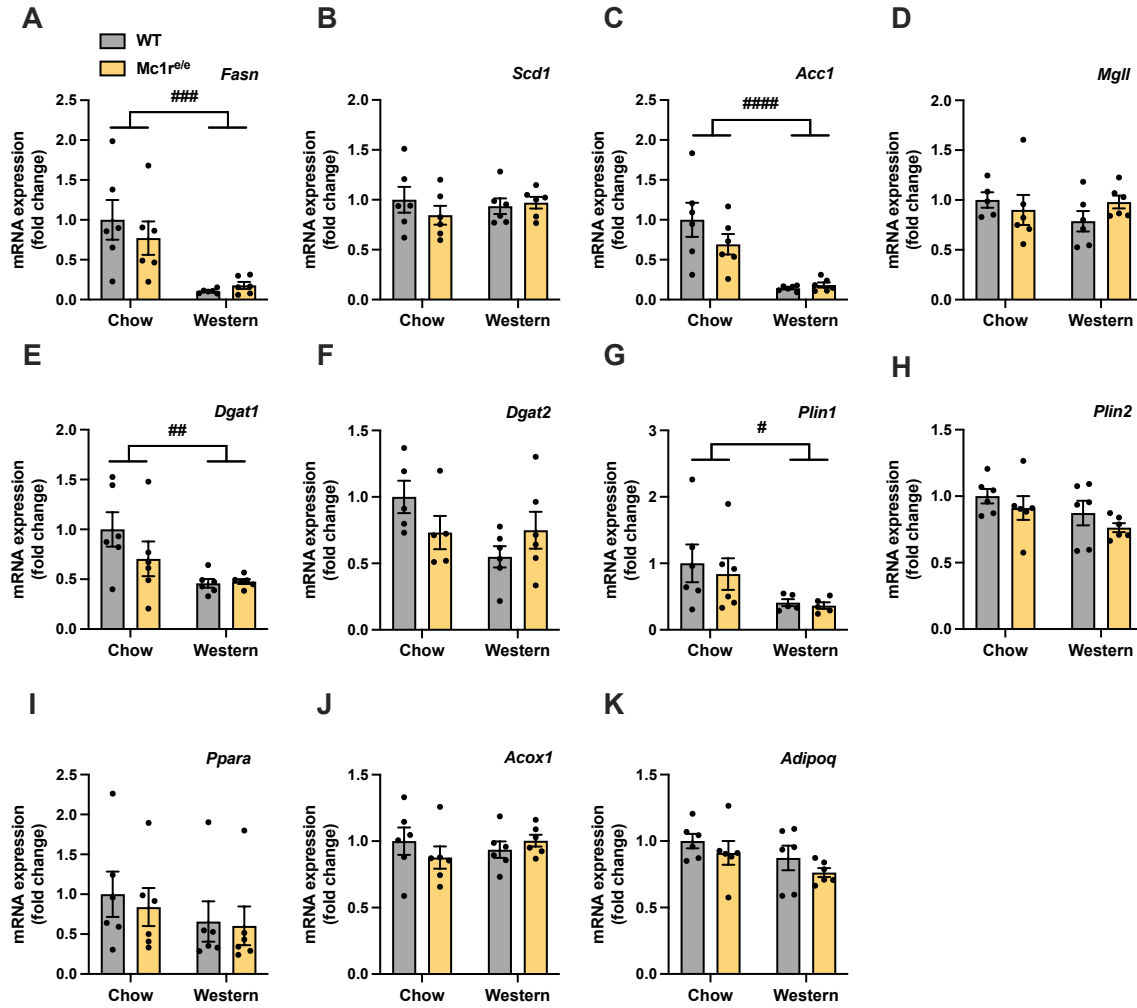

**Fig. S2. Gene expression profile in gonadal white adipose tissue (gWAT) of *Mc1r<sup>e/e</sup>* mice.** qPCR analysis of genes responsible for lipogenesis (A-C), lipolysis (D), fatty acid esterification (E and F), lipid droplet-associated proteins (G and H) and fatty acid oxidation (I-K) in the gWAT of chow and Western diet-fed WT and *Mc1r<sup>e/e</sup>* mice. Values are mean  $\pm$  SEM, mice n = 6 mice per group in each graph. # p<0.01, ## p<0.01, ### p<0.001 and #### p<0.0001 for the main effect of diet by 2-way ANOVA. *Fasn*, fatty acid synthase; *Scd1*, stearoyl-CoA desaturase 1; *Acc1*, acetyl-CoA carboxylase 1, *Mgl1*, monoglyceride lipase; *Dgat1*, diacylglycerol O-acyltransferase 1; *Dgat2*, diacylglycerol O-acyltransferase 2; *Plin1*, perilipin 1; *Plin2*, perilipin 2; *Ppara*, peroxisome proliferator activated receptor alpha; *Acox1*, acyl-CoA oxidase 1; *Adipoq*, adiponectin.

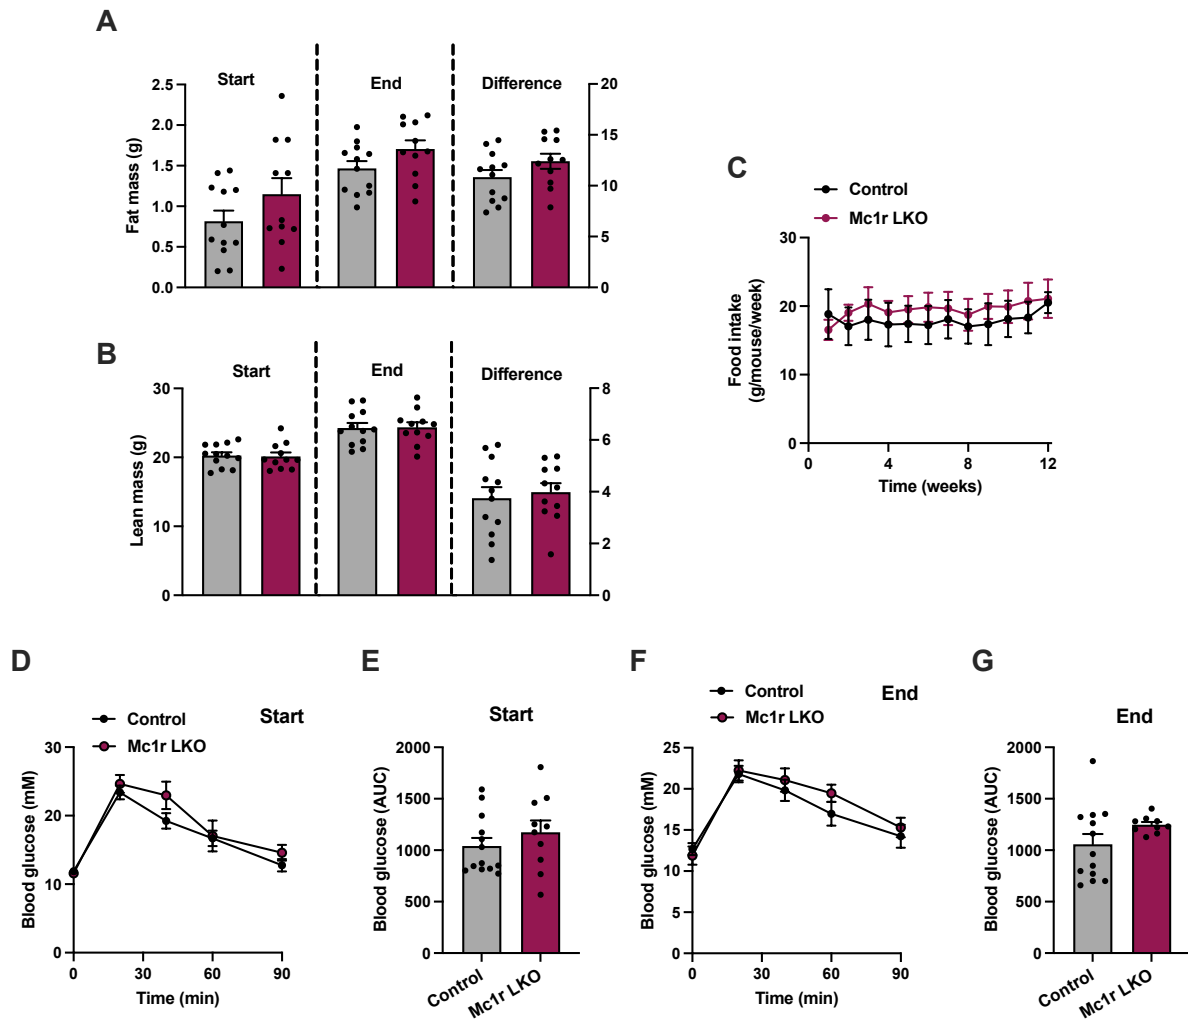

**Fig. S3. Hepatocyte-specific MC1R deficiency does not affect food intake or blood glucose levels in Western diet-fed mice.** (A and B) Total fat and lean mass of Mc1r LKO and control mice at the start and end of the 12-week diet intervention. The change in fat and lean mass from the start to the end of the experiment is also shown in graphs. (C) Food intake, expressed as g/week, in Western diet-fed Control and Mc1r LKO mice.  $n=3$  cages/group from 7 (Control) and 6 (Mc1r LKO) mice. Food intake per mouse was estimated from the overall consumption of group-housed mice. Cages with mixed genotypes could not be used for the estimation of food intake and thus the number of mice is lower than in other analyses. (D and F) Glucose tolerance test performed at the start and end of the 12-week diet intervention in Control and Mc1r LKO mice. For GTT, mice were fasted for 4 hours and then intraperitoneally injected with glucose at dose of 2.5 g/kg lean mass. (E and G) Areas under the blood glucose curves. Values are mean  $\pm$  SEM, mice  $n = 12$  mice in Control,  $n = 11$  mice in Mc1r LKO.

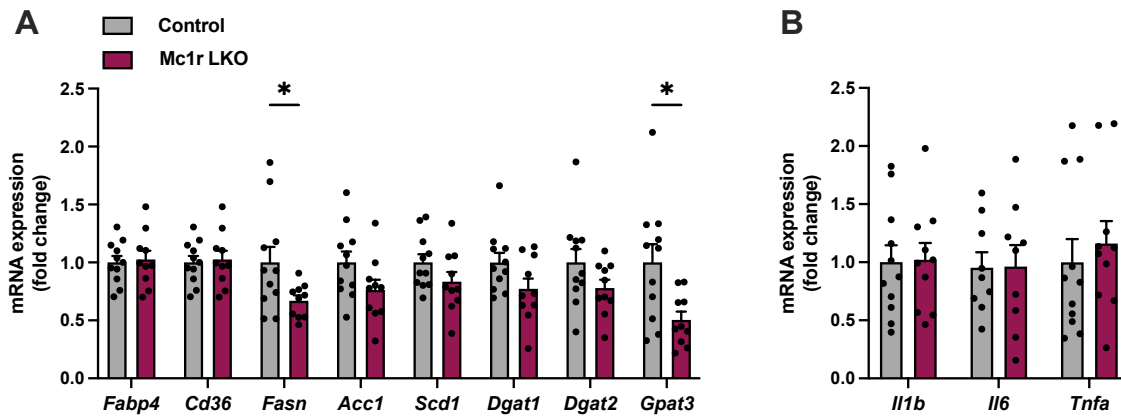

**Fig. S4. Hepatocyte-specific MC1R deficiency does not alter the expression of inflammatory markers in the white adipose tissue.** qPCR analysis of lipid metabolism-related genes (A) and pro-inflammatory cytokines (B) in the gWAT of Western diet-fed Control and Mc1r LKO mice. Values are mean  $\pm$  SEM, mice  $n = 11$ -12 mice per group in each graph. \* $p < 0.05$  versus Control mice by unpaired Student's  $t$  test. *Fabp4*, fatty acid binding protein 4; *CD36*, cluster of differentiation 36; *Fasn*, fatty acid synthase; *Acc1*, acetyl-CoA carboxylase; *Scd1*, stearoyl-CoA desaturase-1; *Dgat1*, diglyceride acyltransferase 1, *Dgat2*, diglyceride acyltransferase 2; *Gpat3*, glycerol-3-phosphate acyltransferase 3; *Il1b*, interleukin 1 beta; *Il6*, interleukin 6; *Tnf*, tumor necrosis factor.

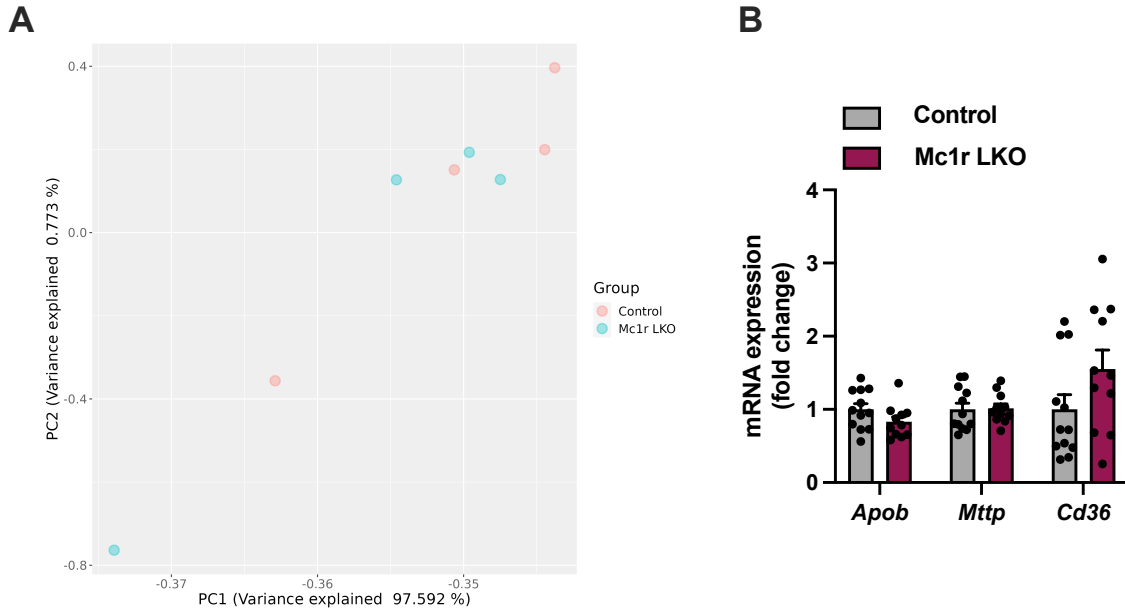

**Fig. S5.** Hepatic transcriptome in Mc1r LKO mice. **(A)** Principal component analysis (PCA) for the RNA-seq data from Western diet-fed Control and Mc1r LKO mice. The percentage value in the bracket represents the percentage of variance explained by that principal component.  $n = 4$  mice per group. **(B)** qPCR analysis of genes involved in fatty acid export (*Apob*, *Mttp*) and uptake (*Cd36*) in the liver of Western diet-fed Control and Mc1r LKO mice. Values are mean  $\pm$  SEM, mice  $n = 11$ -12 mice per group. *Apob*, apolipoprotein B; *Mttp*, microsomal triglyceride transfer protein; *Cd36*, cluster of differentiation 36.

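A principal component analysis of the centred log2 CPM of the 13400 genes kept by the filter placed 37.6% of the variance on the first component and 16.9% on the second. On the first component Mc1r LKO mouse 182 had a score of 59.3 and control mouse 181 a score of 27.8, while the other 6 mice lay between -28.2 and -7.03. The genotypes did not separate on the first component (two-sided exact permutation test, p = 0.514) or on the second (p = 0.286, exact permutation test), where control mouse 159 had a score of 40.5 and the other mice lay between -22.0 and 8.40. When the log2 CPM values were not centred, the first component held 99.3% of the variance. With each mouse left out in turn, the share on the first component of the centred values was between 27.9% and 42.3%.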

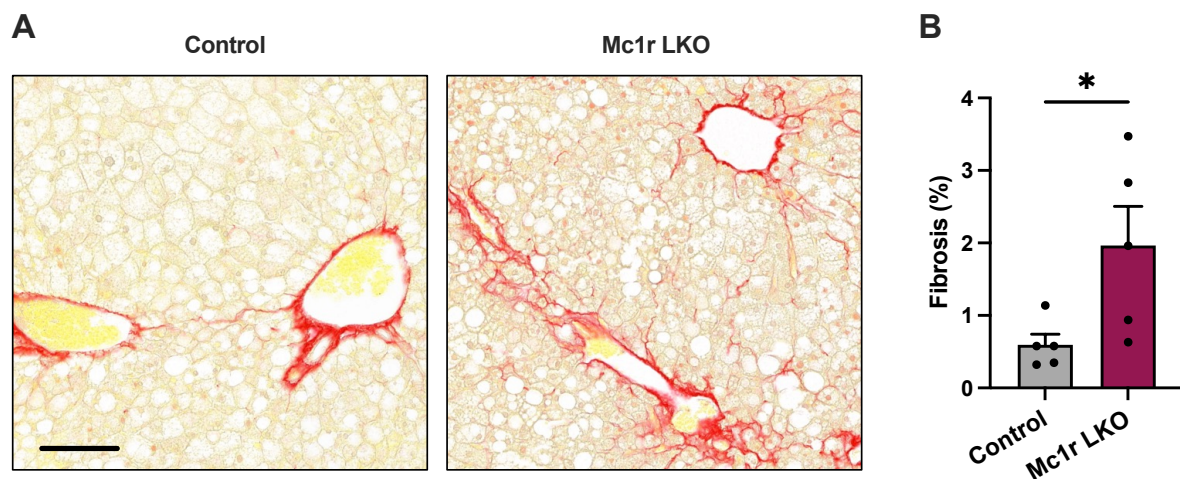

**Fig. S6. Western diet-fed Mc1r LKO mice show enhanced liver fibrosis.** (A) Representative Picrosirius Red-stained liver sections of Western diet-fed Control and Mc1r LKO mice. (B) Quantification of liver fibrosis as percentage of section area. Values are mean  $\pm$  SEM, n = 5 mice per group. \*p<0.05 versus Control mice by unpaired Student's t test.

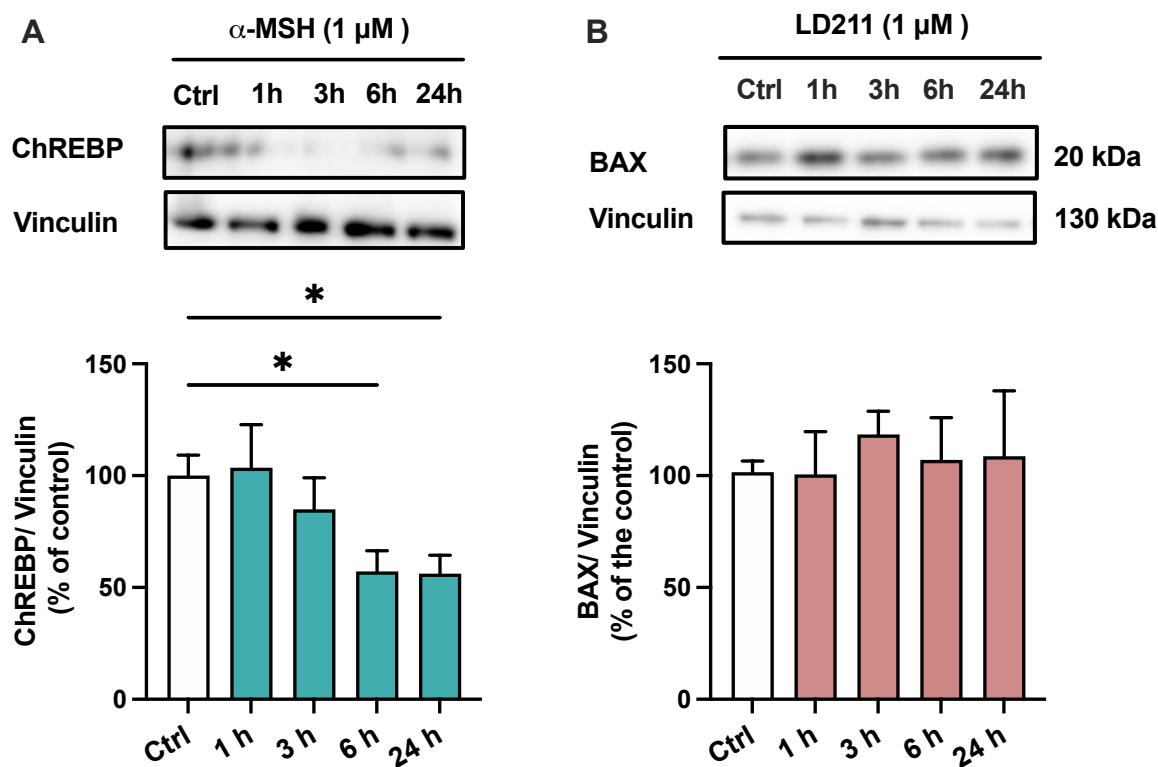

**Fig. S7.  $\alpha$ -MSH.** (A) Representative Western blots and quantification of ChREBP protein level (normalized against vinculin) in primary mouse hepatocytes treated with 1  $\mu$ M  $\alpha$ -MSH for 1, 3, 6, or 24 hr. (B) Representative Western blots and quantification of BAX protein level (normalized against vinculin) in primary mouse hepatocytes treated with 1  $\mu$ M  $\alpha$ -MSH for 1, 3, 6, or 24 hr. Values are mean  $\pm$  SEM, n = 3-4 per group. \*p<0.05 for the indicated comparisons by 1-way ANOVA and Dunnet *post hoc* tests.

How the deposited data were processed for this re-analysis (not part of the article)

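Gene expression was measured by RNA sequencing in the livers of 4 control and 4 Mc1r LKO mice fed the Western diet for 12 weeks. The authors trimmed the reads, aligned them with STAR, counted them on genes with featureCounts and deposited 1 table of whole-number counts of read pairs per gene for each mouse, with no normalization or filter. The table headers name featureCounts version 2.0.1, strand option 2, and an Ensembl annotation of GRCm38. Because reads were counted by strand, antisense genes do not share counts, whereas reads common to paralogs or to overlapping genes of one strand can be lost to the counting. Coordinates are those of the tables. Gene symbols came from a table of Ensembl identifiers and matched 55141 of the 55487 identifiers, and genes without a symbol held between 0.0267% and 0.0408% of the counts of a mouse.

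The groups were taken from the sample descriptions and the paper. The total count per mouse was between 10773151 and 24763375, and 3 counts, the limit that a count of 0 allows, correspond to between 0.121 and 0.278 CPM. The 10 most abundant genes took between 20.7% and 22.6% of the counts of each mouse. As a check of sex, Xist was at most 0.186 CPM and Ddx3y at least 34.6 CPM in every mouse. The total counts per mouse set the precision, and the 4 mice per group set the smallest p of the exact tests, 0.0286.

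From the deposited counts, genes were filtered with filterByExpr (defaults, minimum count 10 and minimum total count 15, by group), normalized by TMM and tested with glmQLFit and glmQLFTest in edgeR 4.0.16 (R 4.3.3), with Benjamini-Hochberg adjustment over the 13400 genes kept. The paper's methods name the filter and the normalization, and its text does not name the test within the DGA-quik software. CPM values are TMM-normalized for the genes kept by the filter and scaled by the total count alone for the genes not kept, for the sex check and for the CPM given for 3 counts. Log2 CPM values have a prior count of 2. The test was checked on simulated counts with 200 changed genes, of which 196 were tested and 148 called at an adjusted p-value under 0.05, together with 12 unchanged genes. Gene lists were tested with camera and fry in limma 3.58.1 on voom values and with Fisher's exact test, with all tested genes as the background. The p-value of fry moves with the order in which the mice enter, because each gene has its own weights, so its range over 20 random orders is given. In all, 30 gene lists were written from general knowledge before the data were examined, and the 27 with at least 5 tested genes were used.

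The genes named in the text were chosen by a rule set before the data were examined. They are the 45 genes that the paper names for the liver of these mice, in its text or as labels of Fig. 5A, and the 5 genes higher and the 5 genes lower in Mc1r LKO mice with the smallest p-values among the DEGs in which the genotypes did not overlap. Genes of the gene lists named in the closing section, the Y-linked and circadian genes used for checks, and genes near Mc1r fall outside the rule and were named after their values were seen.

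The alternatives set before the data were examined were DESeq2 1.42.0 (Wald test with its own size factors), the likelihood ratio and exact tests of edgeR, limma-voom, RLE and upper quartile normalization, no normalization beyond library size, no filter beyond 1 count in any mouse, at least 10 counts in every mouse, robust quasi-likelihood dispersion, 1 surrogate variable (sva 3.50.0) or the first principal component of the residuals as a covariate, other limits on the fold change, and leaving out each mouse in turn. For principal component analysis they were the 500 genes with the largest variance, values that were not centred, values scaled to unit variance, and a prior count of 0.5. The edgeR exact test with common and tagwise dispersions was added after the data were examined. All 35 splits of the 8 mice into 4 and 4 were refitted. No sequencing or library batch is named for these mice, so no batch could be tested. The livers measured only by qPCR were not analysed here, and some of the genes that the paper names are not reported here.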

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

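The gene lists and the fits that left out a mouse were set before the data were examined. So were the test of the glucocorticoid-induced genes and the count of splits at the adjusted p-value. The tests of explanations and any other tests in this part were chosen only after the result was seen. A mouse was taken as far from the others of its genotype by Dixon's test. Of 154 groups of 4 mice checked, 15 held such a mouse, where chance gives 7.7, and many of the 15 share a mouse, so they are not independent.

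Control mouse 159 stood above the other control mice for BC023105 (113 CPM), Gbp11 (40.6 CPM) and Gbp4 (26.2 CPM), and its mean log2 CPM over the genes of the cytosolic large ribosomal subunit (6.56) was above that of the other control mice. Over the 30 tested genes of the response to interferon-gamma the median log2 ratio of this mouse to the other control mice was 1.57. The fall of this list in Mc1r LKO mice, a median log2 fold change of -0.80 with all mice, was -0.21 without control mouse 159. It stayed negative and past the camera threshold, but most of its size came with that mouse, and 7 of the 35 splits of the mice gave as large a median. This mouse had the lowest total count, and a difference in depth was argued against by the ratio of 1.52 that remained when all libraries were thinned to the lowest total. More immune cells in the liver of this mouse cannot be told apart from a stronger interferon response. The lists of B cell, T and NK cell, Kupffer cell and macrophage, and dendritic cell markers were all higher in it than in the other control mice, the smallest of their median log2 ratios being 0.96 (dendritic cells) and the largest 1.25 (B cells), both below the 1.57 of the interferon-gamma genes. Of the marker genes tested, 4 of 5 for B cells, 4 of 5 for T and NK cells, 2 of 21 for Kupffer cells and macrophages, where 1 gene is also named by the paper, and 0 of 6 for dendritic cells are also in another list. An infection of a single mouse was not tested.

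Mc1r LKO mouse 182 stood above the other Mc1r LKO mice for Mt1 (177 CPM) and Mt2 (155 CPM), and control mouse 181 below the other control mice for Mt1 (6.93 CPM). The rise of Mt1 in Mc1r LKO mice did not rest on mouse 182 alone, since Mt1 had an unadjusted p of 2.23e-04 without it, although its log2 fold change went from 2.41 to 1.51. Mouse 182 also had the highest score on the first principal component (59.3), a high mean log2 CPM of acute phase genes (7.61), and low means for B cell markers (0.16) and genes of the MHC class II complex (2.32). On the first component it lay apart together with control mouse 181, and neither library size nor a bias of gene length and GC content accounts for this. The same mice were the extremes, on a first component with 38.3% of the variance, when all libraries were thinned to the lowest total, and on one with 36.7% when the trend of each mouse on gene length and GC content was removed. As these mice are of different genotypes, the component is not the genotype, and no other biological explanation was tested.

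Among single values, Gm15459 was at 66.6 CPM in Mc1r LKO mouse 141, Plin2 at 1397 CPM in Mc1r LKO mouse 157 and Med12 at 24.9 CPM in control mouse 181, and the mean log2 CPM of red blood cell markers was low in control mouse 193 (3.91). No explanation was tested for these, and 7.7 such mice are what chance gives among the groups checked.

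Genes of 2 lists that the paper does not report as a group in these livers were higher in Mc1r LKO mice. For cholesterol, the paper cites an earlier study of its authors on its regulation by MC1R in the liver. The genes of cholesterol biosynthesis had a median log2 fold change of 0.089 (19 of 26 genes higher, camera adjusted p = 0.0377), which became -0.0086 without control mouse 193. The list did not pass without Mc1r LKO mouse 156 or 157, or under fry or an estimated correlation, so its call rests on the mice and the test used, and no explanation was tested for it. The glucocorticoid-induced genes had a median log2 fold change of 0.53, with 30 of 32 genes higher and 14 DEGs at the unadjusted p-value. The list was written because Fkbp5, Mt1, Mt2 and Pfkfb3, which the paper reports as top DEGs, respond to glucocorticoids, and 6 of its 32 tested genes are also in another list. Without these 4 genes, 26 of the 28 others were higher in Mc1r LKO mice, with a median of 0.45 (camera adjusted p = 1.84e-10, or 0.00402 with the correlation estimated from the data, and between 0.00320 and 0.0246 with fry over 20 orders of the mice). Over all alternatives with all mice, the 20 orders of fry and the estimated correlation included, the adjusted p-value lay between 4.32e-13 and 0.0246, and with each mouse left out between 4.80e-11 and 4.43e-07. The mean z-score of the 28 genes was -0.387 ± 0.129 (SD, n = 4) in control and 0.387 ± 0.186 (SD, n = 4) in Mc1r LKO mice, with no overlap (two-sided exact permutation test, p = 0.0286, the smallest possible). In edgeR's quasi-likelihood test adjusted over the list alone, 2 of the 28 genes (Cebpd and Angptl4) passed. None did in that test over all genes tested, where 10 had an unadjusted p under 0.05. Over all genes tested, Cebpd and Angptl4 passed in DESeq2 (adjusted p = 1.84e-04 and 0.00321). They also passed in the edgeR likelihood ratio test (0.00140 and 0.0270) and exact test (0.00126 and 0.0269). Of the 35 splits, 1, the split by genotype itself, gave as large a median. Chance stays open all the same, because the list was built around 4 genes that the paper had picked for their difference between these same livers. Genes that rise and fall with those 4 would favour this split in the splits, the exact test and camera alike, even with the 4 left out. A bias of gene length and GC content is argued against by an adjusted p of 2.22e-09 after its trend was removed. For time of day, the log2 ratio of Dbp to Arntl was used as a covariate. The list still passed camera (adjusted p = 8.87e-11, or 0.00857 with the correlation estimated from the data). The ratio did not differ between the genotypes (exact permutation test, p = 0.886). It ran from 0.72 to 4.46 in control and from -0.65 to 4.85 in Mc1r LKO mice. With so wide a range in so few mice, a single linear covariate cannot rule out an effect of sampling time. As a hypothesis, the rise of these 4 genes may be part of a wider glucocorticoid response in the livers of Mc1r LKO mice. Whether such a response came from the genotype, from chance differences between the mice, or from unequal stress, fasting, time of day or order at sacrifice stays open.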

How the results depend on the processing

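No paired analysis was run, because the control and Mc1r LKO mice share no mouse numbers and no other pairing is given. The paper mentions cages with mixed genotypes. No litter or cage is named for these mice, so an effect of a shared litter or cage could not be tested. A change of direction was counted only where the unadjusted p-value was under 0.05 with all mice or under the alternative, a limit chosen after the values were seen. At any p-value, there were 6 sign changes among the named genes and 13 among the gene lists with all mice, and 25 and 30 with a mouse left out.

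The number of DEGs at an adjusted p-value under 0.05 was 0, against 711 at the unadjusted p-value. The DESeq2 Wald test called 17 (12 higher and 5 lower), the edgeR likelihood ratio test 8 (7 higher and 1 lower), the edgeR exact test 8 (7 higher and 1 lower) and the fit with no filter beyond 1 count in any mouse 1 (1 higher). The edgeR exact test with common and tagwise dispersions, chosen after the data were examined, called 8 (7 higher and 1 lower). Fkbp5 was among the genes called by each of these 5. The other alternatives gave 0, as did each of the 8 fits that left out a mouse. The likelihood ratio and exact tests take no account of the uncertainty of each gene's dispersion. The cause of the other differences was not tested.

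At the unadjusted p-value, there were 1140 DEGs (614 lower) with no filter beyond 1 count in any mouse, 1124 (693 lower) with the first principal component of the residuals as a covariate, and 86 (23 higher and 63 lower) with an absolute log2 fold change of at least 1. Without normalization beyond library size 169 were higher, and with the exact test with common and tagwise dispersions 232. Leaving out a mouse gave from 606 to 931 DEGs, from 287 to 522 of them higher and from 252 to 467 lower. Without control mouse 159 there were 522 higher and 252 lower, so that mouse moves the balance of the directions. The stricter limit on the fold change removes DEGs by construction. The cause of the other changes was not tested.

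The number of gene lists past the threshold was 9. It was 1 under fry and 1 with the correlation estimated for each list, the list of glucocorticoid-induced genes in both cases. Both take the correlation between the genes of a list from the data, where camera presets it to 0.01. Leaving out a mouse gave from 4 lists (without control mouse 193) to 14 lists (without control mouse 181). Of the 5 lists over-represented among the DEGs at the unadjusted p-value, 3 were found among the genes higher and 2 among the genes lower in Mc1r LKO mice, 8 were found with no filter beyond 1 count, and from 3 (without control mouse 159) to 8 (without control mouse 181) with a mouse left out. The glucocorticoid-induced genes without Fkbp5, Mt1, Mt2 and Pfkfb3 kept their direction and passed the threshold under every alternative run, with medians from 0.39 to 0.46 with all mice and from 0.42 to 0.64 with a mouse left out. Robust dispersion estimates were not run for the gene lists, since camera does not use them.

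Among the lists, 4 changed direction. T and NK cell markers had a median log2 fold change of 0.35 over 5 genes and of -0.75 with no filter beyond 1 count, which adds low genes to the list. With each mouse left out, the median ranged from -0.0086 (without control mouse 193) to 0.25 for cholesterol biosynthesis, from -0.14 to 0.12 (without Mc1r LKO mouse 182) for de novo lipogenesis and from -0.10 (without control mouse 181) to 0.11 for stellate cell markers; the cause was not tested. Of 239 values of the lists with all mice, 208 kept their direction and side of the threshold, 20 were weaker and 10 stronger, and with a mouse left out 179 of 216 kept theirs, 16 were weaker and 18 stronger. For the named genes, 577 of 608 values kept their side of the adjusted threshold and 31 came to pass it, and with a mouse left out all 376 kept theirs, none of them past it.

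The share of variance on the first principal component, 37.6%, was 44.2% over the 500 genes with the largest variance, 99.3% without centring, where the mean level of the genes makes up the first component, and 30.0% with values scaled to unit variance. Its change was measured against the SD of the shares with each mouse left out, 4.74 percentage points.

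The depth limits what can be said of rare transcripts. Mc1r had 0 counts in all mice, Il6 at most 3 and Plin1 at most 3, so no change in these genes was detectable.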

Differences from the paper's values

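Apart from the edgeR exact test with common and tagwise dispersions, which was chosen after the values were seen, the comparisons in this part use alternatives set before the data were examined.

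The paper reports 635 DEGs at an adjusted p-value under 0.05, of which 240 were higher and 395 lower in Mc1r LKO mice, against 0, 0 and 0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives set before the data were examined closed the gap, and neither did the one chosen after seeing the values. The largest counts, under the DESeq2 Wald test, were 17, with 12 higher and 5 lower. At the unadjusted p-value under 0.05, which the paper's methods give, there were 711 DEGs, 354 higher and 357 lower, and these are within 1.5 times the paper's counts. Of 23 alternatives at the unadjusted p-value, the one chosen after seeing the values included, 19 were within 1.5 times the paper's 635, 13 within 1.5 times its 240 and 19 within 1.5 times its 395.

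The first principal component holds about 98% of the variance in Fig. S5A, read by eye, against 37.6% of the centred log2 CPM values. Without centring the share was 99.3%, which is within 1.5 times the paper's value, and with the 500 genes with the largest variance (44.2%), values scaled to unit variance (30.0%) and a prior count of 0.5 (37.5%) it was not.

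The volcano plot of Fig. 5A shows −log10 of the p-value of about 11 for Fkbp5, about 6.9 for Mt1, about 5.4 for Mt2, about 5.1 for Hsd17b6, about 4.1 for BC023105 and about 3.7 for Gbp4, read by eye. The quasi-likelihood test gave 5.05, 2.86, 2.42, 2.70, 1.85 and 2.01 in the same order. The edgeR likelihood ratio test (11.5, 5.01, 3.96, 4.15, 3.05 and 2.93) and the edgeR exact test (11.5, 4.95, 3.88, 4.13, 2.93 and 2.89) were within 1.5 times the paper's value for all 6 genes. DESeq2 was within it for Fkbp5 (12.0), Hsd17b6 (4.51) and Gbp4 (3.40), the fit with no filter beyond 1 count for Mt1 (4.67), Mt2 (3.95), Hsd17b6 (4.13), BC023105 (2.98) and Gbp4 (3.04), and the fit without control mouse 154 for Hsd17b6 (3.48). The other alternatives set before the data were examined were not within it for these genes. The edgeR exact test with common and tagwise dispersions, chosen after seeing the values, gave 10.8, 6.99, 5.48, 5.15, 4.08 and 3.72. Of the tests run, it lay closest to Fig. 5A for all 6 genes. The limit of 1.5 times is loose on this scale, since it takes 5.01 and 6.9 for Mt1 as alike. As this test was chosen with the figure in view, its closeness does not settle which test the paper used. Fig. 5A shows log2 fold changes of about 1.1, 2.4, 2.8, -1.2, -3.4 and -1.8 for these 6 genes in the same order, read by eye. The quasi-likelihood test with TMM, the default filter, no covariate and all mice gave 1.09, 2.41, 2.77, -1.14, -3.34 and -1.74. Some alternatives lay further from Fig. 5A. Without Mc1r LKO mouse 182, Mt1 had 1.51 and Mt2 1.39, and with a surrogate variable as a covariate 1.79 and 1.75. With the first principal component of the residuals as a covariate, Mt2 had 2.04. Without control mouse 193, Hsd17b6 had -0.80. BC023105 and Gbp4 had -0.62 and -0.78 without control mouse 159, and -1.32 and -1.15 under limma-voom.

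The paper calls Fkbp5, Mt1, Mt2, Hsd17b6 and Pfkfb3 as DEGs, and the quasi-likelihood test gave them adjusted p-values of 0.118, 0.734, 0.734, 0.734 and 0.579. Fkbp5 and Pfkfb3 were called at the adjusted p-value by the DESeq2, likelihood ratio and exact tests, Mt1 by the likelihood ratio and exact tests, and Hsd17b6 by DESeq2. Fkbp5 was also called with no filter beyond 1 count. Mt2 was called only by the exact test with common and tagwise dispersions, chosen after seeing the values, which also called Fkbp5, Mt1, Pfkfb3 and Hsd17b6. Fig. 5A shows Ms4a1 and Rn7sk among the DEGs, whereas filterByExpr with default parameters did not keep either gene here. With no filter beyond 1 count in any mouse, Ms4a1 had a log2 fold change of -2.76 (unadjusted p = 0.00547) and Rn7sk of 2.49 (unadjusted p = 0.00135), each with an adjusted p-value of 0.732 in edgeR's quasi-likelihood test. The paper reports enrichment of its DEGs in the response to lipopolysaccharide and the adaptive immune response, whereas the hand-written lists for these had camera adjusted p-values of 0.0569 and 0.274 and Fisher adjusted p-values of 0.209 and 1. The response to lipopolysaccharide passed camera with at least 10 counts in every mouse (adjusted p = 0.0382), with the first principal component of the residuals as a covariate (0.0452) and without control mouse 154 (8.65e-04), control mouse 181 (0.00187) or Mc1r LKO mouse 157 (0.00659). It passed the Fisher test among the DEGs of the edgeR likelihood ratio test (adjusted p = 0.0465), with no filter beyond 1 count (0.0344) and without control mouse 181 (0.00287). The adaptive immune response passed camera with no filter beyond 1 count (adjusted p = 0.0302) and without Mc1r LKO mouse 156 (0.0359), and passed the Fisher test under none of the alternatives run for it. The response to interferon-beta, which the paper also names, passed camera (adjusted p = 0.00291) but did not pass the Fisher test with all mice (adjusted p = 1) or under the alternatives run for it.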

Other observations

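The gene lists, the genes named by the paper and the fits that left out a mouse were set before the data were examined. So was the count of splits at the adjusted p-value. The other counts of splits and the tests of explanations in this part were chosen only after the result was seen. At the adjusted p-value all 35 splits gave at least the 0 DEGs of the genotypes, 35 of 35 also in each direction, so that test cannot tell the genotypes from other splits, and 2 splits gave any DEG, at most 4. At the unadjusted p-value 13 of the 35 splits gave at least 711 DEGs (median 494, largest 1459), 16 gave at least 354 in one direction and 15 at least 357. The number of DEGs at the unadjusted p-value is thus one that splits without regard to genotype also give. The same holds for the number of gene lists past the camera threshold, which 26 splits reached (median 10 lists), and for the number over-represented among the DEGs, which 11 splits reached.

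The ribosomal protein genes were higher in Mc1r LKO mice, a pattern that the paper does not report. All 47 genes of the cytosolic large subunit (median log2 fold change 0.26) and all 33 of the small subunit (0.28) were higher, and 30 and 21 of them were DEGs at the unadjusted p-value, against 2.49 and 1.75 by chance. Over the alternatives with all mice, each normalization included, the medians lay between 0.22 and 0.29 and between 0.24 and 0.31. The lists passed the threshold of camera (adjusted p = 3.82e-34 and 3.53e-30) but not that of fry (adjusted p = 0.0713 for both in the order of the mice used, and not under 0.05 in any of the 20 orders) or of an estimated correlation. With each mouse left out, the medians ranged from 0.24 to 0.36 and from 0.24 to 0.38. Of the 35 splits, 2 gave as large a median over both lists, so chance remains open. A bias of gene length and GC content is argued against, as both lists passed after its trend was removed (larger adjusted p = 4.66e-27). Reads moving from pseudogenes to the genes are argued against too, as the 22 tested ribosomal protein pseudogenes were not lower but higher in Mc1r LKO mice (median log2 fold change 0.39, 19 of 22 higher). The 78 tested genes of the mitochondrial ribosome had a median of 0.16, with 73 higher (camera adjusted p = 1.02e-17). With the correlation estimated from the data, their unadjusted camera p was 0.00157, against 0.0255 for the large and 0.0237 for the small subunit. A difference in growth signalling or in RNA quality between the livers was not tested.

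Of the other lists, those past the camera threshold were Kupffer cell and macrophage markers (median log2 fold change -0.40, 2 of 21 genes higher, adjusted p = 0.00126) and endothelial cell markers (-0.16, 3 of 15 higher, 0.0375), neither of which passed under fry. The Kupffer cell and macrophage markers did not pass without control mouse 159 (median -0.14), control mouse 193 (-0.32) or Mc1r LKO mouse 182 (-0.18). The endothelial cell markers did not pass without control mouse 154 (-0.091), 159 (-0.11) or 193 (-0.16), or without Mc1r LKO mouse 182 (-0.022). With all mice, they did not pass without normalization beyond library size (-0.19, adjusted p = 0.0881). Nor did they pass with a surrogate variable as a covariate (-0.10, 0.378). Apart from fry and the estimated correlation, they passed under the other alternatives run with all mice. All 8 tested genes of the MHC class II complex were lower (adjusted p = 0.0535), and the list passed without control mice 154 or 181 or Mc1r LKO mice 141, 156 or 157, with medians from -1.30 to -0.22 over the mice left out. With all mice, this list passed camera with at least 10 counts in every mouse (adjusted p = 0.0478). It also passed with the first principal component of the residuals as a covariate (0.00281), but not under fry. Red blood cell markers had a median of 0.29 (6 of 6 higher, adjusted p = 0.0535) and passed without control mice 154 (0.37) or 181 (0.33) or Mc1r LKO mouse 182 (0.41), while the median was 0.14 without control mouse 193 and 0.13 without Mc1r LKO mouse 156. With all mice, these markers passed camera under the same filter (adjusted p = 0.0478) and the same covariate (0.0391). They also passed with a surrogate variable as a covariate (0.0484), but not under fry. B cell markers had a median of -0.54 (0 of 5 higher, adjusted p = 0.196) and passed without control mouse 181 (-0.86) or Mc1r LKO mice 156 (-0.79) or 157 (-0.54), while the median was -0.087 without control mouse 159 and -0.28 without Mc1r LKO mouse 182. With all mice, they passed only with no filter beyond 1 count, which adds low genes to the list (-0.73, adjusted p = 0.00173). Fibrosis had a median of -0.081 (6 of 30 higher, adjusted p = 0.240) and passed without control mouse 181 (-0.24) or Mc1r LKO mouse 141 (-0.26), but the median was higher in Mc1r LKO mice without control mouse 193 (0.13) or Mc1r LKO mouse 182 (0.039), with no call in either fit. With all mice, fibrosis passed only with the first principal component of the residuals as a covariate (-0.11, camera adjusted p = 0.0425). The acute phase response had a median of 0.0036 (14 of 27 higher, adjusted p = 0.391) and passed without control mouse 159 (0.16), but the median was lower in Mc1r LKO mice without control mouse 154 or 181 or Mc1r LKO mouse 182 (-0.12). Apoptosis (median -0.0080, 14 of 30 higher, adjusted p = 0.825), oxidative and metal stress (0.029, 14 of 24 higher, 0.513), circadian clock output (-0.022, 11 of 22 higher, 0.780), dendritic cell markers (-0.44, 1 of 6 higher, 0.513), cholangiocyte markers (0.34, 6 of 7 higher, 0.825), stellate cell markers (0.0021, 6 of 12 higher, 0.825) and T and NK cell markers (0.35, 3 of 5 higher, 0.964) did not pass with all mice or with any mouse left out, although the median of the T and NK cell markers ranged from -0.40 (without Mc1r LKO mouse 156) to 0.50 (without Mc1r LKO mouse 157), that of the dendritic cell markers became -0.028 without control mouse 159, and those of apoptosis (-0.049 to 0.052), circadian clock output (-0.066 to 0.12) and stellate cell markers (-0.10 to 0.11) changed sign.

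The paper measured further genes by qPCR in the whole set of livers. It reports Chrebp, Acc1, Fasn, Gpat3, Bax, Noxa, Il6 and Tnfa higher in Mc1r LKO mice and Plin1 lower. For Il1b it reports a tendency to rise. The sequenced livers, 4 per genotype, give the following values for some of the genes measured. None of these had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was -0.20 for Mlxipl (ChREBP), -0.20 for Srebf1, -0.013 for Acaca, -0.21 for Fasn, -0.061 for Scd1 and 0.17 for Gpat3, with unadjusted p-values between 0.318 (Mlxipl) and 0.966 (Acaca). Their standard errors lay between 0.19 (Mlxipl) and 0.35 (Fasn). The sequenced livers thus do not show the rise of Chrebp, Acc1 and Fasn found by qPCR, but cannot exclude a modest one. For Ppara, Cpt1a, Cpt2, Mttp, Apob and Cd36 it was -0.27, -0.12, 0.072, -0.053, -0.11 and -0.16, and for Plin2, Plin3 and Dgat1 -0.043, 0.074 and 0.013. Bax had 0.25, Pmaip1 (Noxa) 0.0066 and Bcl2 0.12. With each mouse left out in turn, none of these genes had an adjusted p-value under 0.05, and the sign of the log2 fold change was the same in each fit for Mlxipl, Srebf1, Gpat3, Ppara, Apob and Bax and changed in at least 1 fit for the others. Without Mc1r LKO mouse 182, Mlxipl had -0.39 (unadjusted p = 0.0244), Gpat3 0.38 (unadjusted p = 0.0487) and Bax 0.37 (unadjusted p = 0.0142). Without control mouse 159, Ppara had -0.44 (unadjusted p = 0.00162) and Bax 0.36 (unadjusted p = 0.0383). Il1b had -1.11 (unadjusted p = 0.0461) with all mice and -0.59 (unadjusted p = 0.193) without control mouse 159, and its unadjusted p was also above 0.05 without control mouse 193 or without Mc1r LKO mice 141, 156 or 182. Il6, Tnf and Plin1 were not kept by the filter. Il6 had 0 counts in 7 mice and 3 counts in Mc1r LKO mouse 182. Scaled by the total count alone, Tnf was at 0.439 ± 0.338 CPM (SD, n = 4) in control and 0.232 ± 0.255 CPM (SD, n = 4) in Mc1r LKO mice (two-sided exact permutation test, p = 0.314), and Plin1 had at most 3 counts in any mouse. The housekeeping genes of the qPCR, Mrps18a and Ppia, had log2 fold changes of 0.29 (unadjusted p = 0.0267) and 0.18 (unadjusted p = 0.0694). For Mrps18a the unadjusted p was above 0.05 without control mice 181 or 193 or Mc1r LKO mouse 157, and for Ppia it was 0.0129 without Mc1r LKO mouse 182 (log2 fold change 0.24).

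Mc1r had no counts in any mouse. That reads on another gene hid it is argued against by the annotation, in which 0% of its exon bases overlap an exon of another gene on its strand. Gm20388 spans the locus on the same strand without an overlapping exon and also had 0 counts. Of the 22 tested genes within 500 kb of Mc1r, 3 had an unadjusted p under 0.05, namely Spata2l (log2 fold change 1.00), Zfp276 (0.44) and Rpl13 (0.37), of which Spata2l is 171 kb, Zfp276 137 kb and Rpl13 302 kb away. Of 1618 windows with a similar number of tested genes, 27.1% held as many. An effect of the recombined locus on its neighbours cannot be told apart from chance by this count, since an effect on 1 or a few genes would not raise it above that of other windows. Over all genes tested, Spata2l passed in DESeq2 (adjusted p = 6.66e-04) and in the edgeR likelihood ratio (0.00140) and exact (0.00126) tests. Rpl13 passed in DESeq2 (0.00545). Neither passed in the quasi-likelihood test. Rpl13 is a ribosomal protein gene, and those genes were higher as a set. An effect of the locus on Spata2l thus stays open.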
